# IL-26 mediates epidermal growth factor receptor-tyrosine kinase inhibitor resistance through endoplasmic reticulum stress signaling pathway in triple-negative breast cancer cells

**DOI:** 10.1038/s41419-021-03787-5

**Published:** 2021-05-21

**Authors:** Takumi Itoh, Ryo Hatano, Yoshiya Horimoto, Taketo Yamada, Dan Song, Haruna Otsuka, Yuki Shirakawa, Shuji Mastuoka, Noriaki Iwao, Thomas M. Aune, Nam H. Dang, Yutaro Kaneko, Ko Okumura, Chikao Morimoto, Kei Ohnuma

**Keywords:** Stress signalling, Cell death and immune response, Breast cancer

## Abstract

Triple-negative breast cancer (TNBC) has a poor prognosis compared to other breast cancer subtypes. Although epidermal growth factor receptor (EGFR) is overexpressed in TNBC, clinical trials with EGFR inhibitors including tyrosine kinase inhibitors (EGFR-TKI) in TNBC have heretofore been unsuccessful. To develop effective EGFR-targeted therapy for TNBC, the precise mechanisms of EGFR-TKI resistance in TNBC need to be elucidated. In this study, to understand the molecular mechanisms involved in the differences in EGFR-TKI efficacy on TNBC between human and mouse, we focused on the effect of IL-26, which is absent in mice. In vitro analysis showed that IL-26 activated AKT and JNK signaling of bypass pathway of EGFR-TKI in both murine and human TNBC cells. We next investigated the mechanisms involved in IL-26-mediated EGFR-TKI resistance in TNBC. We identified EphA3 as a novel functional receptor for IL-26 in TNBC. IL-26 induced dephosphorylation and downmodulation of EphA3 in TNBC, which resulted in increased phosphorylation of AKT and JNK against EGFR-TKI-induced endoplasmic reticulum (ER) stress, leading to tumor growth. Meanwhile, the blockade of IL-26 overcame EGFR-TKI resistance in TNBC. Since the gene encoding IL-26 is absent in mice, we utilized human *IL-26* transgenic (hIL-26Tg) mice as a tumor-bearing murine model to characterize the role of IL-26 in the differential effect of EGFR-TKI in human and mice and to confirm our in vitro findings. Our findings indicate that IL-26 activates the bypass pathway of EGFR-TKI, while blockade of IL-26 overcomes EGFR-TKI resistance in TNBC via enhancement of ER stress signaling. Our work provides novel insights into the mechanisms of EGFR-TKI resistance in TNBC via interaction of IL-26 with its newly identified receptor EphA3, while also suggesting IL-26 as a possible therapeutic target in TNBC.

## Introduction

Accounting for 15–20% of breast cancer, triple-negative breast cancer (TNBC) subtype lacks estrogen receptor, progesterone receptor (PgR), and human epidermal growth factor receptor 2 (HER2) expression and has a poor prognosis^1–4^. To date, no effective molecular target has been identified in TNBC^5^. Epidermal growth factor receptor (EGFR) signaling pathway is activated in various neoplasms, and EGFR-tyrosine kinase inhibitors (EGFR-TKIs) are used as targeted therapy in these cancers^6^. While EGFR is highly expressed in most TNBC and preclinical models showed a significant effect of EGFR-TKIs on TNBC^7,8^, results from clinical studies of EGFR-TKIs for TNBC have been disappointing^9,10^. The molecular mechanisms involved in the differences in efficacy of EGFR-TKI on TNBC between human and mouse model should be elucidated to overcome EGFR-TKI resistance in TNBC.

Human IL-26, mainly produced by Th1, Th17, or NK cells, belongs to the IL-10 cytokine family and regulates T cells, monocytes, NK cells, synoviocytes, fibroblasts, and bacterial pathogens in the inflammatory lesions^11–15^. We previously reported that IL-26 secreted by CD4 + T cells activates fibroblasts for collagen production via its functional receptor IL-20RA/IL-10RB, and that IL-26 has an important role in lung fibrosis of chronic graft-versus-host disease^13^. IL-26 also directly acts on endothelial cells to induce angiogenesis, equivalent to the effect of vascular endothelial growth factor (VEGF) at inflammatory sites^14^, with a potential role in angiogenesis in the tumor microenvironment (TME) and malignant progression. In addition, IL-26 has a role in the development of other cancers including gastric cancer and hepatocellular carcinoma^16–18^, while little is known about its function in breast cancer. Importantly, human IL-26 is conserved in several vertebrate species but not found in rodents including mice and rats^11,19^. The lack of IL-26 in appropriate murine models has impeded research to understand cross-species differences in EGFR-TKI susceptibility or resistance in TNBC. To address this important issue, we now expand on our previous findings and define the molecular mechanisms involved in IL-26-mediated EGFR-TKI resistance in TNBC, and establish that IL-26 is an appropriate therapeutic target in TNBC.

Various factors such as nutrient deprivation, hypoxia, and loss of calcium homeostasis provoke endoplasmic reticulum (ER) stress^20,21^. When unfolded/misfolded proteins accumulate within ER above a critical threshold, the ER stress response is induced to restore homeostasis^20,22^. The ER stress response is mainly initiated via three signal transducers located in the ER known as protein kinase RNA-like ER kinase (PERK), IRE1α, and activating transcription factor (ATF)-6, and is regulated by BCL2 family proteins^23–26^. However, when the ER stress signals are too strong to restore homeostasis, those signals promote apoptosis and cytotoxicity^24–26^. The PERK‐mediated pathway increases the expression level of the transcription factors ATF3 and ATF4 ^27–29^, subsequently forming the ATF3/ATF4 complex to induce the transcription of DDIT3 (CHOP), which finally results in apoptosis^30,31^. Although EGFR-TKIs have been reported to induce ER stress response^32^, the association between EGFR-TKI resistance and ER stress in cancer cells has not yet been elucidated.

EphA3 belongs to the Eph receptor-tyrosine kinases (RTKs), regulates cell–cell interaction, and has a role in development and tissue organization^33^. Downstream signaling of EphA3 is induced by its preferential binding partner, ephrin-A5, followed by activation of GTPase or ERK and dephosphorylation of AKT, resulting in cytoskeletal re-organization, cell retraction, and differentiation^34^. EphA3 was first identified as a cell surface antigen on a pre-B lymphoblastic leukemia cell line^35^, and was then found to be an antigen on melanoma cells recognized by lytic CD4^+^ T cells^36^. EphA3 is overexpressed in various tumor cells and is implicated in the maintenance of tumor-initiating cells in glioblastoma and leukemia^33,34^. Frequent somatic mutations of EphA3 as an RTK have been shown in various metastatic cancers, suggesting its role as a tumor suppressor^37^. In breast cancer, expression levels of EphA3 vary depending on the disease stage, being highly expressed in lymph node metastases^38^. However, very little is known regarding the potential role of EphA3 in the pathophysiology of breast cancer, including TNBC.

In the present study, we focused on the role of IL-26 in regulating the effect of EGFR-TKI in TNBC. We found that human TNBC is exposed to IL-26 in the TME, and that IL-26 activates the bypass pathway of EGFR-TKI, while blockade of IL-26 overcomes EGFR-TKI resistance in TNBC. Moreover, we determined that the interaction of IL-26 with EphA3 on TNBC cells inhibits the signaling pathway of ER stress via cross-talk with EGFR signaling. Our findings demonstrate the critical role of IL-26 in mediating EGFR-TKI resistance in TNBC, and suggest a potential novel therapeutic strategy for TNBC involving the combination of anti-IL26 and anti-EGFR agents.

## Results

### Expression of IL-26 in tumor-infiltrating lymphocytes (TILs) in clinical specimens of TNBC

Our evaluation of IL-26 expression in clinical specimens by immunohistochemistry showed that IL-26 was clearly detected in TILs of TNBC (Fig. 1A), as well as HER2 and Luminal tumors (Supplementary Fig. S1). Although IL-26-positive TILs were observed in all subtypes, the mean percentage of IL-26-positive TILs in TNBC and HER2 type was significantly higher than luminal tumors (Fig. 1B). Immunohistochemical analysis revealed that CD4^+^ T cells, CD68^+^ M1 macrophages, and CD163^+^ M2 macrophages in the TME expressed IL-26 (Fig. 1C). These data suggest that TNBC cells are exposed to IL-26 secreted by CD4^+^ T cells and macrophages infiltrating in the TME.

**Fig. 1:**
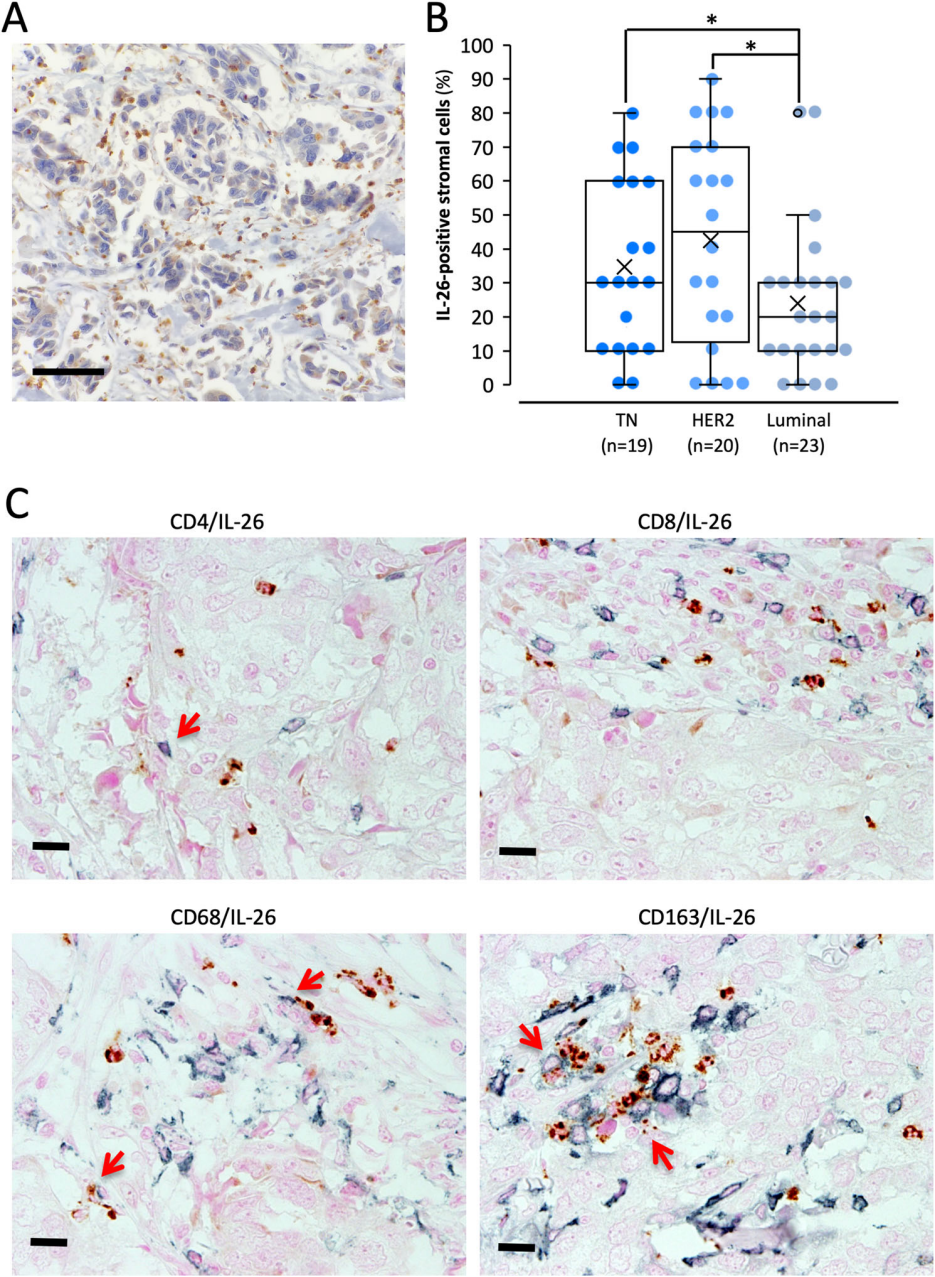
Immunohistochemistry of breast carcinoma clinical specimens. **A** TNBC tissue specimens were stained with anti-human IL-26 mAb (*n* = 19). All immunohistochemistry specimens were counterstained with hematoxylin. A representative image of the TNBC case with high IL-26 protein expression was shown. Original magnification, ×100. Scale bar, 50 μm. **B** Each subtype of breast carcinoma tissue specimen was stained with anti-human IL-26 mAb (TNBC (*n* = 19), HER2 (*n* = 20), and Luminal (*n* = 23)). IL-26 in cytoplasm staining of stromal immune cells was determined semi-quantitatively in 10% increments. The percentage of IL-26-positive stromal immune cells in each subtype of breast carcinoma is shown. *p < 0.05. **C** TNBC tissue specimens (the same case as shown in **A**) were double-stained with IL-26 (brown) plus CD4, CD8, CD68, or CD163 (blue), respectively. All tissue sections were counterstained with hematoxylin. IL-26 was merged with cell surface CD4, CD68, and CD163 (arrows in each panel). Original magnification, ×40. Scale bar, 25 μm.

### Exogenous IL-26 activates bypass pathway of EGFR-TKI in mouse and human TNBC

We next evaluated the effects of exogenous IL-26 in combination with EGFR-TKI treatment on murine TNBC cell line E0771 proliferation. Gefitinib treatment suppressed E0771 cell proliferation, while exogenous IL-26 significantly inhibited gefitinib-induced suppression of cell proliferation in a dose-dependent manner of IL-26 (Fig. 2A, B). In addition, exogenous IL-26 significantly inhibited gefitinib-induced suppression of cell proliferation at higher doses of gefitinib (Fig. 2C). Meanwhile, treatment with IL-26 alone had no effect on cell proliferation of E0771 (Fig. 2A–C). Moreover, four different house-made anti-IL-26 neutralizing mAbs, clones 2-2, 20-3, 31-4, and 69-10, reversed the effect of IL-26 on gefitinib-induced suppression of cell proliferation (Fig. 2D). Investigating specific signaling pathway mediators, we found that exogenous IL-26 activated AKT and JNK phosphorylation but not STAT3 in E0771 cells (Fig. 2E). Moreover, the addition of exogenous IL-26 resulted in activation of AKT and JNK despite treatment with gefitinib (Fig. 2F). Furthermore, inhibition of both AKT and JNK resulted in the marked diminution of IL-26-stimulated proliferation, while inhibition of either AKT or JNK led to partially reduced cell proliferation (Fig. 2G). Similar results were demonstrated with human TNBC cells as obtained with the murine TNBC cells (Supplementary Figs. S2, S3). In addition, exogenous IL-26 significantly inhibited the suppressive effect of erlotinib, another EGFR-TKI, on proliferation of the murine and human TNBC cell lines E0771, HCC70, and MDA-MB468, at similar levels to those seen with gefitinib (Supplementary Fig. S4). These findings indicate that IL-26 induces increased phosphorylation of AKT and JNK, hence activating the EGFR-TKI-associated bypass pathway to result subsequently in tumor growth of both murine and human TNBC.

**Fig. 2:**
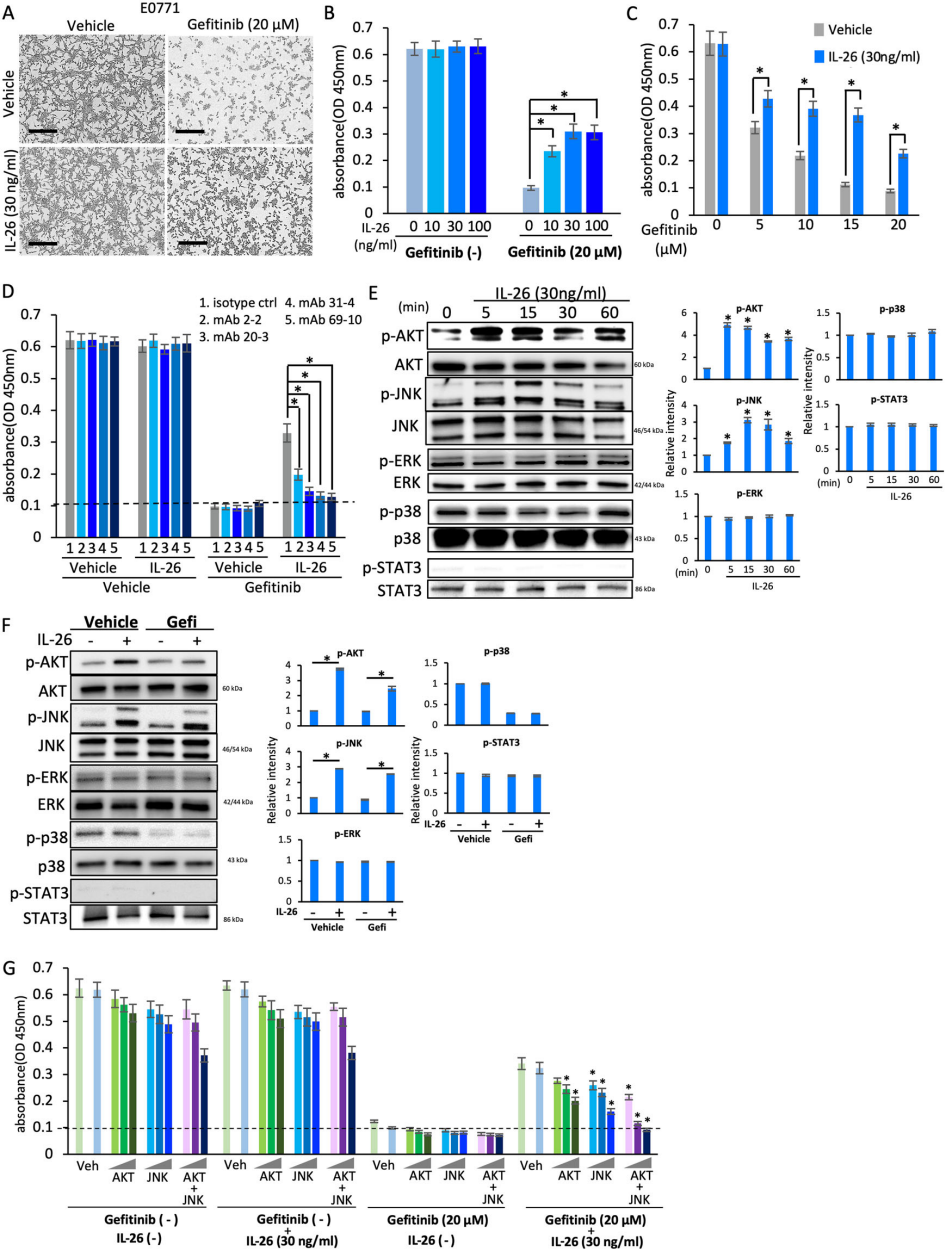
Exogenous IL-26 activates bypass pathway of EGFR-TKI in mouse TNBC in in vitro assays. **A** Phase contrast microscopy of E0771 cells (1 × 10^4^) following 48 h incubation with IL-26 or control vehicle in the presence or absence of gefitinib. Original magnification, ×100. Scale bar, 100 μm. Data shown are representative images of five independent experiments with similar results. **B** E0771 cells were treated with the indicated dose of IL-26 in the presence or absence of gefitinib (20 μM) for 48 h. *p < 0.01. **C** E0771 cells were treated with IL-26 (30 ng/ml) in the presence of various doses of gefitinib (5, 10, 15, or 20 μM). *p < 0.01. **D** E0771 cells were treated with IL-26 (30 ng/ml) and/or gefitinib (20 μM) in the presence of anti-IL-26 neutralizing mAb or isotype control mouse IgG (20 µg/ml, each) for 48 h. The dashed line is the standard value of gefitinib plus vehicle. **E** E0771 cells were stimulated with IL-26 (30 ng/ml) for the indicated periods, and then submitted to Western blot analysis using anti-phosphorylated AKT, JNK, ERK, p38, and STAT3 antibodies, and reblotting with anti-pan AKT, JNK, ERK, p38, and STAT3 antibodies. **F** E0771 cells were stimulated with IL-26 (30 ng/ml) in the presence or absence of gefitinib (20 μM) for 15 min, and then submitted to Western blot analysis as described in **E**. **G** E0771 cells were treated with IL-26 (30 ng/ml) and/or gefitinib (20 μM) in the presence or absence of various concentrations of signal inhibitors (AKT inhibitor, JNK inhibitor or combination of AKT inhibitor and JNK inhibitor) for 48 h. The dashed line is the standard value of gefitinib plus vehicle. *p < 0.01. **B**–**D**, **G** Cell proliferation was assessed by MTT assay. Representative data of five (**B**) and three (**C**, **D**, **G**) independent experiments are shown as mean ± S.D. of triplicate samples, and similar results were obtained in each experiment. **E**, **F** Data shown are representative of five independent experiments, and similar results were obtained in each experiment. Band intensity of phospho-proteins was normalized to the appropriate pan proteins, and relative intensity compared with unstimulated cells is shown as mean ± SEM from five independent experiments. *p < 0.01.

### Interaction of IL-26 and EphA3 in murine TNBC cells

IL-26 stimulation did not induce STAT3 phosphorylation in E0771 cells, suggesting the existence of a novel receptor/signaling pathway other than IL-20RA/IL-10RB-STAT3. To identify the novel interacting proteins of IL-26 in TNBC cells, we performed pathway analysis by DNA microarray of E0771 cells treated with IL-26 (Fig. 3A). The genes related to transmembrane signaling receptor activity and downstream signaling receptor activity were downregulated in E0771 cells treated with IL-26 for both 6 and 24 h. Among them, IL-26 significantly reduced the expression level of EphA3 and altered the downstream signaling of EphA3, indicating the engagement of the EphA3 receptor signaling pathway in IL-26-treated E0771 cells (GEO accession: GSE147804). Of note is the fact that the expression of EphA3 was detected in E0771 (Fig. 3B). On the other hand, while IL-10RB expression was detected, expression of IL-20RA, a major IL-26 binding chain, was not observed in E0771 (Fig. 3B). Blockade of EphA3 by anti-EphA3 pAb resulted in significant inhibition of IL-26-mediated cell proliferation in the setting of EGFR-TKI treatment, in an anti-EphA3 pAb dose-dependent manner (Fig. 3C). Immunocytochemical analysis revealed that exogenous IL-26 was colocalized with cell surface EphA3 (Fig. 3D, E), and that anti-IL-26 mAbs inhibited EphA3/IL-26 interaction (Fig. 3F). Moreover, this colocalization was inhibited by the addition of soluble EphA3-Ig (Supplementary Fig. S5). Taken together, these data suggest that IL-26 interacts with EphA3, but not with the known receptor IL-20RA, on TNBC cells.

**Fig. 3:**
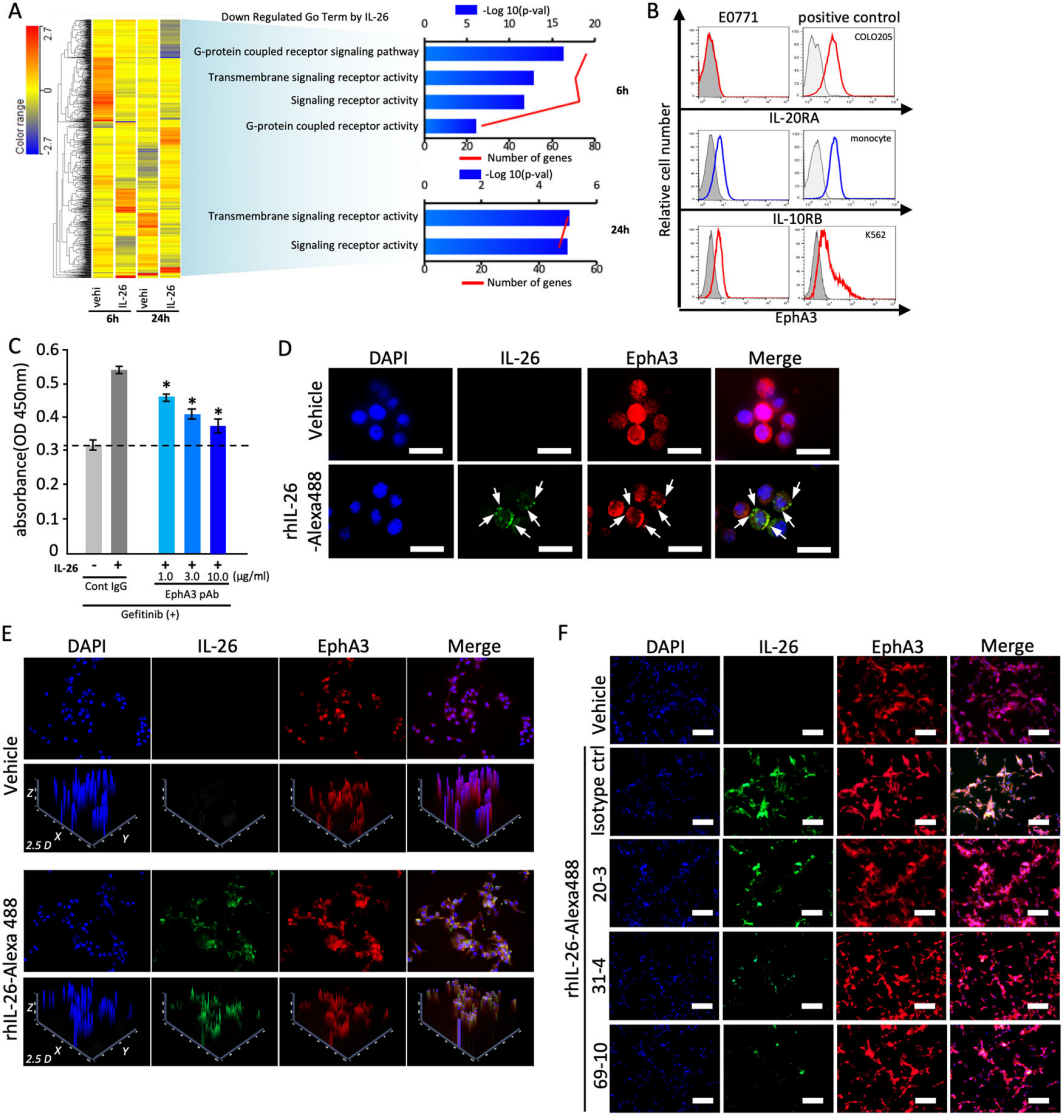
IL-26 activates bypass pathway of EGFR-TKI via its EphA3 receptor in mouse TNBC cells. **A** E0771 cells were treated with IL-26 (30 ng/ml) or control vehicle (vehi) for 6 or 24 h, and total RNA was isolated and subjected to DNA microarray analysis as described in the Materials and Methods. Left: A heat map of 960 genes differentially (fold change ≥ 2.0) expressed between vehicle- and IL-26-treated E0771 cells was constructed by hierarchical cluster analysis. Right: significantly downregulated GO terms in IL-26-induced genes. **B** E0771 cells and the indicated positive control cells were stained with each Ab. Data are shown as histogram of IL-20RA, IL-10RB, and EphA3, and the gray area in each histogram shows isotype control data. **C** E0771 cells were treated with IL-26 (30 ng/ml) and gefitinib (20 μM) in the presence of the indicated doses of anti-EphA3 pAb or control IgG for 48 h. Cell proliferation was assessed by MTT assay. The dashed line is the standard value of gefitinib plus vehicle. Data are shown as mean ± S.D. of triplicate samples. *p < 0.01. **D** E0771 cells were treated with Alexa Fluor 488-labeled recombinant human IL-26 (rhIL-26-Alexa488 (green)) (30 ng/ml) for 1 h, followed by immunostaining with anti-mouse EphA3 pAb (red) and DAPI (blue). IL-26 was merged with cell surface EphA3 (arrows in lower panel). Original magnification, ×200. Scale bar, 20 μm. **E** Reconstructed 2.5D image shows the intensity of fluorescent peaks of the images from **D**. 2.5D intensity plot of IL-26, EphA3, and DAPI signals represents absolute signal intensities of each pixel. Merged views and individual channels were shown. The 2.5D intensity plots show that IL-26 and EphA3 almost equally distributed and frequently colocalized at the rim. Original magnification, ×200. **F**. E0771 cells were treated with rhIL-26-Alexa488 (green) (30 ng/ml) in the presence of anti-IL-26 mAb (clone 20-3, 31-4 or 69-10) or control IgG (50 µg/ml, each) for 1 h, followed by immunostaining with anti-mouse EphA3 pAb (red) and DAPI (blue). Original magnification ×200. Scale bar, 50 μm. **B**–**F** Data shown are representative of three independent experiments with similar results.

### Interaction of IL-26 and EphA3 in human TNBC cells

Expression of EphA3 was also detected in both human TNBC cell lines and TNBC cells of human clinical tissue samples (Fig. 4A and Supplementary Figs. S6, S7). On the other hand, while IL-10RB expression was detected, expression of IL-20RA was not observed (Fig. 4A and Supplementary Fig. S6). Immunocytochemical analysis revealed that exogenous IL-26 was colocalized with cell surface EphA3 (Fig. 4B). Meanwhile, anti-IL-26 mAbs inhibited EphA3/IL-26 interaction, and this colocalization was also inhibited by the addition of soluble EphA3-Ig (Fig. 4B). We next performed pull-down assays utilizing recombinant tagged IL-26 and EphA3 proteins, and immunoprecipitation assays with cell lysates. However, direct protein-protein interaction involving IL-26 and EphA3 could not be clearly observed due to the non-specific binding of IL-26 to tag proteins (data not shown). Meanwhile, in situ proximity‐ligation assay (PLA) revealed IL-26 and EphA3 existed in close proximity (Fig. 4C). Moreover, blockade of EphA3 by anti-EphA3 pAb or soluble EphA3-Ig resulted in significant inhibition of IL-26-mediated cell proliferation in the setting of EGFR-TKI treatment, at similar levels to those obtained with anti-IL-26 antibody blockade (Fig. 4D). Furthermore, genetical ablation of EphA3 expression by siRNA resulted in significant inhibition of IL-26-mediated cell proliferation in the setting of EGFR-TKI treatment (Fig. 4E, F). In addition, IL-26-mediated EGFR-TKI resistance was not clearly observed in human TNBC cell line MDA-MB231, which hardly expressed EphA3 (Supplementary Fig. S8), whereas genetical EphA3 overexpression by transfection of EphA3-containing plasmid resulted in the acquisition of IL-26-mediated EGFR-TKI resistance (Fig. 4G). The addition of exogenous IL-26 to HCC70 cells in the presence of gefitinib resulted in dephosphorylation of EphA3 and activation of AKT and JNK phosphorylation, results not observed following stimulation with Ephrin A5, a known ligand for EphA3 (Fig. 4H). On the other hand, dephosphorylation of EphA3 and activation of AKT and JNK phosphorylation were partially inhibited by treatment with anti-EphA3 pAb (Fig. 4I). Taken together, these findings indicate that interaction of IL-26 and EphA3 induces increased phosphorylation of AKT and JNK not only in murine TNBC but also in human TNBC, hence activating the EGFR-TKI-associated bypass pathway to result subsequently in tumor growth.

**Fig. 4:**
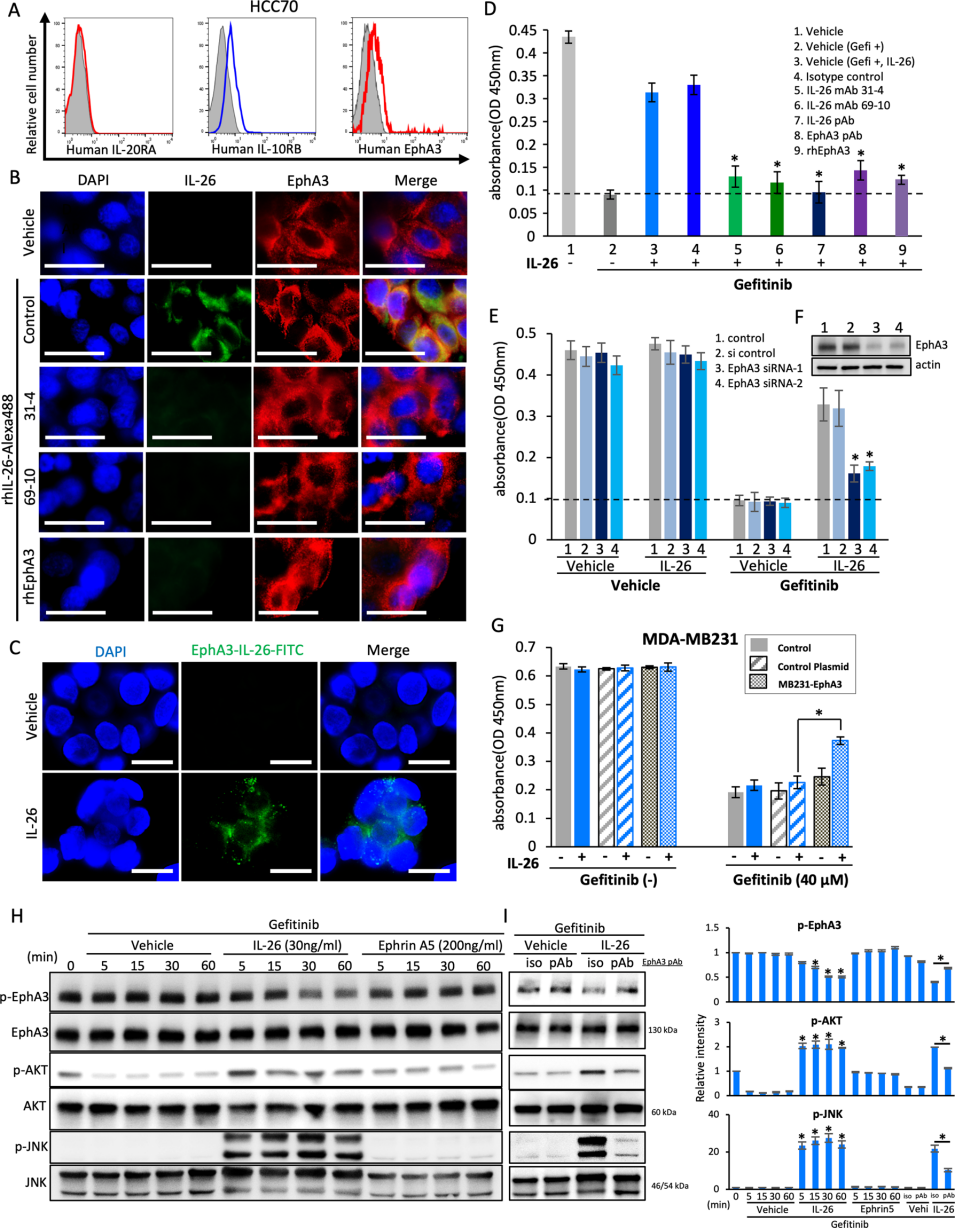
IL-26 activates bypass pathway of EGFR-TKI via its EphA3 receptor in human TNBC cells. **A** HCC70 cells were stained with each Ab. Data are shown as histogram of IL-20RA, IL-10RB, and EphA3, and the gray area in each histogram shows isotype control data. **B** HCC70 cells were treated with Alexa Fluor 488-labeled recombinant human IL-26 (rhIL-26-Alexa488 (green)) (30 ng/ml) in the presence of anti-IL-26 mAb (clone 31-4 or 69-10), recombinant human EphA3-Ig (rhEphA3) or control IgG (50 µg/ml, each) for 1 h, followed by immunostaining with anti-human EphA3 pAb (red) and DAPI (blue). Original magnification, ×200. Scale bar, 20 μm. **C** HCC70 cells were treated with recombinant human IL-26 (30 ng/ml) for 1 h, followed by immunostaining and in situ PLA detection of IL-26-EphA3 interaction (green). Cell nuclei are counterstained with DAPI (blue). Original magnification, ×200. Scale bar, 20 μm. **D** HCC70 cells were treated with IL-26 (30 ng/ml) and gefitinib (40 µM) in the presence of the indicated Abs or rhEphA3-Ig (50 µg/ml, each) for 48 h. Data are shown as mean ± S.D. of triplicate samples. *p < 0.01. **E**, **F** HCC70 cells were transfected with siRNA and stimulated with IL-26 (30 ng/ml) in the presence or absence of gefitinib (40 µM) for 48 h. The expression level of EphA3 was confirmed by western blotting (**F**). Data are shown as mean ± S.D. of triplicate samples. *p < 0.01. **G** MDA-MB231 cells (EphA3-negative) were transfected with EphA3 plasmid and stimulated with IL-26 (30 ng/ml) in the presence or absence of gefitinib (40 µM) for 48 h. The expression level of cell surface EphA3 was confirmed by Flow cytometry (Supplementary Fig. S8). Data are shown as mean ± S.D. of triplicate samples. *p < 0.01. **H** HCC70 cells were treated with IL-26 (30 ng/ml) or Ephrin A5 (200 ng/ml) in the presence of gefitinib (40 µM) for the indicated periods, and then submitted to western blot analysis using anti-phosphorylated EphA3, AKT, and JNK antibodies, and reblotting with anti-pan EphA3, AKT, and JNK antibodies. **I**. HCC70 cells were treated with IL-26 (30 ng/ml) and gefitinib (40 µM) in the presence of anti-EphA3 pAb or isotype control IgG (50 µg/ml, each) for 15 min, and then submitted to Western blot analysis as described in **H**. **A**–**I** Data shown are representative of three independent experiments with similar results. **D**, **E**, **G** Cell proliferation was assessed by MTT assay. The dashed line is the standard value of gefitinib plus vehicle. **H**, **I** Band intensity of phospho-proteins was normalized to the appropriate pan proteins, and relative intensity compared with unstimulated cells is shown as mean ± SEM from three independent experiments. *p < 0.01.

### IL-26 interaction with EphA3 suppresses EGFR-TKI-induced ER stress signaling pathway in TNBC cells

To identify a key regulator of tumor growth downstream of IL-26/EphA3 interaction in TNBC, we performed pathway analysis by DNA microarray of HCC70 cells treated with IL-26 and gefitinib (Fig. 5A). This work revealed a significant reduction in the expression levels of ER stress-associated molecules, indicating the engagement of the ER stress signaling pathway in HCC70 cells treated with IL-26 and gefitinib (GEO accession: GSE171641). To confirm these in silico findings, we examined the role of IL-26/EphA3 in the EGFR-TKI-related ER stress pathway. 

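HCC70, a basal-like TNBC cell line, was treated for 3 h with control vehicle, IL-26 (30 ng/ml), gefitinib (40 µM) plus vehicle, or gefitinib (40 µM) plus IL-26 (30 ng/ml). Total RNA of each condition was hybridized to 1 single-colour (Cy5) 3D-Gene human oligonucleotide array, so 4 arrays cover the 4 conditions. With 1 array per condition, a difference between a pair of arrays has no replicate to be set against and is given without a test. Each array holds 24460 gene probes, each spotted 1 time, and 384 blank spots. The depositors give the median scanner signal of each spot, which carries no background subtraction and no scaling between arrays. Blank spots averaged 55.0 with vehicle, 56.7 with IL-26, 56.3 with gefitinib plus vehicle and 55.4 with gefitinib plus IL-26, and the median gene spot was 86.5, 91.4, 89.1 and 85.6 in the same order. A probe was called above background when its signal exceeded the mean of the blank spots, trimmed of the highest and lowest 5%, by more than 2 SD. This held for 22838 probes (93.4%) with vehicle, 22654 (92.6%) with IL-26, 22310 (91.2%) with gefitinib plus vehicle and 22289 (91.1%) with gefitinib plus IL-26.
The authors also deposited a table of linear values, from which 1 constant per array close to the blank mean was subtracted and which was scaled to a median of 25 on each array. These steps were found by comparing that table with the spot signals, since the paper's text does not state them. For the comparisons, the spot signals were background-corrected with the normexp method of limma with an offset of 50, quantile-normalized between the arrays and log2-transformed. A probe entered a comparison when it was above background on at least 1 of the pair of arrays. The offset shrinks differences, most between dim spots and to a lesser degree between bright ones. The authors' values are therefore given beside the log2 differences of some named genes. Across probes, Pearson's r of the normalized log2 signals was 0.998 between vehicle and IL-26 and 0.998 between gefitinib plus vehicle and gefitinib plus IL-26. It was 0.995 between vehicle and gefitinib plus vehicle and 0.996 between IL-26 and gefitinib plus IL-26. An additive model of gefitinib and IL-26 over the 4 arrays (limma), chosen after the values were seen, leaves 1 residual degree of freedom per probe. It tests the mean effect of each treatment over both states of the other, and its residual is the difference of the gefitinib effects with and without IL-26. Its p-values measure only the spread between these 4 arrays, which may be technical. For each probe, limma pulls this spread toward a value pooled over all probes. The number of arrays limits the precision of every value.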

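Genes of the PERK branch of the ER stress response were higher in both gefitinib arrays than in the arrays without gefitinib, and they differed little between gefitinib plus IL-26 and gefitinib plus vehicle. DDIT3, which encodes the proapoptotic transcription factor CHOP, was higher in gefitinib plus vehicle than in vehicle by 2.63 on the log2 scale. It was higher in gefitinib plus IL-26 than in IL-26 by 2.64, and the log2 difference between gefitinib plus IL-26 and gefitinib plus vehicle was −0.08. The authors' values of DDIT3 were 82.5 with vehicle, 74.3 with IL-26, 664.3 with gefitinib plus vehicle and 588.2 with gefitinib plus IL-26. ATF3, a stress-induced transcription factor, was higher with gefitinib by 1.67 without IL-26 and by 1.63 with IL-26, and its log2 difference between gefitinib plus IL-26 and gefitinib plus vehicle was −0.05 (authors' values 166.9 and 181.3). ATF4, the transcription factor downstream of eIF2α, was higher with gefitinib by 0.77 and 0.73, and its log2 difference between both gefitinib arrays was −0.04 (authors' values 2118.6 and 2387.3). That difference of ATF4 was −0.24 with median scaling and 0.11 after subtraction of the median of neighbouring spots, a step chosen after the values were seen. A second, dim probe of ATF4 did not follow.
Of 34 genes of the PERK-ATF4-CHOP branch, 31 were higher in gefitinib plus vehicle than in vehicle, 7 of them by at least 2-fold, and the median log2 difference was 0.32, which is above all of 10000 random lists matched on signal (percentile 100). Between gefitinib plus IL-26 and gefitinib plus vehicle, 17 were higher and 17 lower, none by at least 2-fold, with a median log2 difference of −0.00 (percentile 46.2). The tally was 25 lower and 9 higher in the authors' values (percentile 64.6), 28 and 6 with median scaling (percentile 47.4) and 31 and 3 with no normalization (percentile 46.4), and 9 and 25 after the subtraction of neighbouring spots (percentile 99.9). The members farthest from 0 in this comparison were CEBPB at 0.29, JDP2 at −0.23, STC2 at −0.17 and SARS1 at −0.17. A second, bright probe of SARS1 differed by 0.22. Of the 8 members at least 2-fold higher with gefitinib in either comparison, a subset taken from these values, 6 were lower in gefitinib plus IL-26 than in gefitinib plus vehicle (median log2 −0.06, percentile 7.48 of random lists). In the authors' values all 8 were lower (median log2 −0.18, percentile 2.17), while the median over the brighter probes was itself −0.05.
Of 19 genes of ER chaperones and the ATF6 branch, 13 were higher in gefitinib plus IL-26 than in gefitinib plus vehicle, with a median log2 difference of 0.07 (percentile 99.1). That median was −0.03 in the authors' values, −0.08 with median scaling and −0.13 with no normalization. In these settings the medians over the brighter probes were themselves −0.05, −0.07 and −0.12. HSPA5, the ER chaperone BiP, differed by −0.06 and ATF6 by −0.07. Of 23 genes of the IRE1-XBP1 branch, 15 were higher, with a median of 0.01 (percentile 75.6). The kinase genes EIF2AK3 (PERK) and ERN1 (IRE1) differed by 0.11 and 0.00, and EIF2S1 (eIF2α) by 0.02.
Some cytokine genes lay farther from 0 than the members of the PERK-ATF4-CHOP list. Of 23 inflammatory cytokine and chemokine genes, 17 were lower in gefitinib plus IL-26 than in gefitinib plus vehicle, with a median log2 difference of −0.04 that lay at percentile 0.56 of the random lists. With no normalization the median was −0.11 (percentile 0.19). In alternatives chosen after seeing the data, it was −0.0014 with the local background of each spot, with 13 of 23 lower (percentile 14.7), and −0.09 in the authors' table with its empty cells filled (percentile 6.4). IL6 was lower with a log2 difference of −0.57, CXCL8 with −0.36 and CXCL2 with −0.36. Their authors' values were 89.3 with gefitinib plus vehicle and 49.1 with gefitinib plus IL-26 for IL6, 503.8 and 363.7 for CXCL8, and 155.1 and 111.0 for CXCL2. The list's median gefitinib effect was 0.07 without IL-26 (percentile 99.9) and 0.02 with IL-26 (percentile 88.8). The median difference of these effects was −0.06 (percentile 0.07), with 16 genes below 0 and 7 above, and it has no test. Percentiles this far out were not particular to the cytokine list. Housekeeping genes lay at percentile 99.6 for the same difference and at 99.7 between the gefitinib arrays, where heat shock genes lay at 0.36. IL6 was higher with gefitinib by 1.70 without and 1.10 with IL-26, and CXCL8 by 1.72 and 1.34. A second, dim probe of IL6 was flat, and the IL6 probe lies among spots that were also lower in gefitinib plus IL-26 (log2 difference −0.46 after subtraction of the median of its neighbours). With the local background ATF3 differed by −0.03 and −0.05 with gefitinib without and with IL-26. That local background itself correlated with the spot signal at r of 0.971 to 0.983. From the lower expression of ER stress-associated molecules on these arrays, the paper concludes that the ER stress signaling pathway is engaged in HCC70 cells treated with IL-26 and gefitinib.

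**Figure D1:**
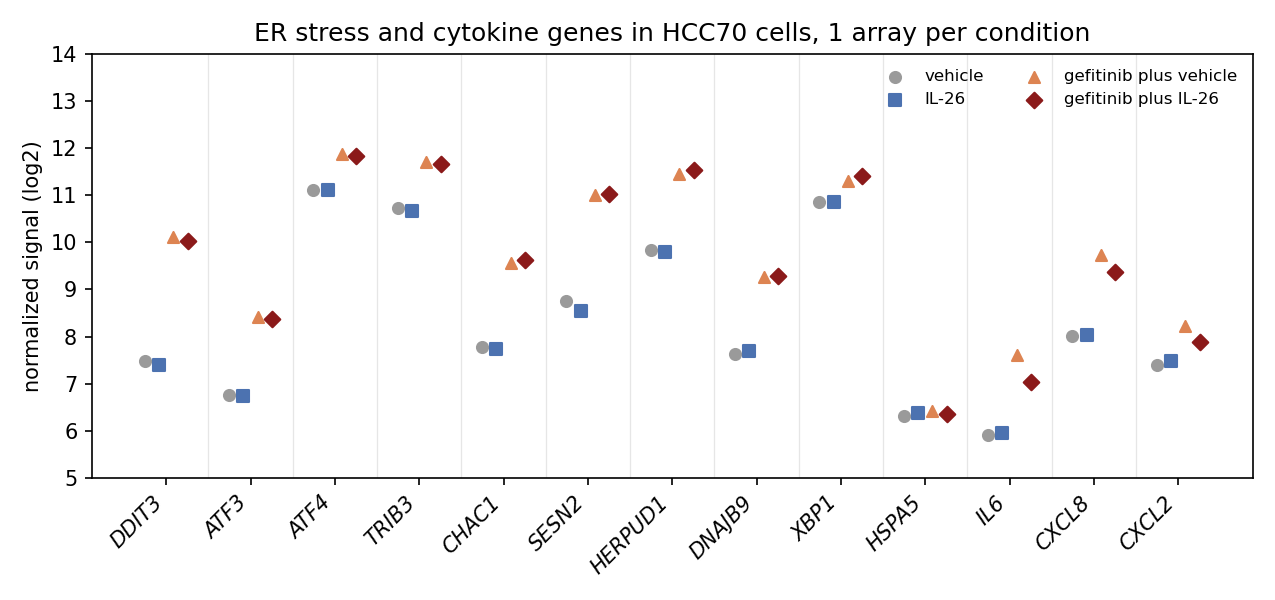
Normalized log2 signal (vertical axis) of genes of the ER stress response and of 3 cytokines (horizontal axis), with 1 point per array. DDIT3 lies 2.63 higher with gefitinib plus vehicle than with vehicle, while its points with gefitinib plus vehicle and gefitinib plus IL-26 differ by −0.08, and those of IL6 by −0.57.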

For this purpose, we analyzed the activation of three major ER stress signal transducers, PERK, IRE1, and ATF6, in TNBC cells treated with IL-26 and gefitinib. Although the PERK-eIF2α pathway was enhanced following gefitinib treatment, phosphorylation of IRE1 and upregulation of ATF6 expression were hardly observed in HCC70 cells stimulated with gefitinib (Fig. 5B, C). Of note, stimulation with gefitinib plus IL-26 significantly decreased gefitinib-induced phosphorylation of PERK and eIF2α in HCC70 (Fig. 5B). Moreover, we analyzed expression levels of markers for ER stress signaling, DDIT3, ATF3, and ATF4, in TNBC cells treated with IL-26 and gefitinib. mRNA expression levels of DDIT3, ATF3, and ATF4 were clearly decreased by IL-26 treatment with gefitinib (Fig. 5D). Similarly, in other TNBC cell lines, MDA-MB468 and E0771, mRNA expression levels of DDIT3, ATF3, and ATF4 were significantly decreased by IL-26 treatment with gefitinib (Supplementary Fig. S9). Furthermore, other ER stress-associated genes including IL-6, IL-8, and CXCL2 were significantly decreased in HCC70, MDA-MB468, and E0771 by IL-26 treatment with gefitinib (Supplementary Fig. S10). Immunocytochemistry also revealed a significant decrease in the expression level of DDIT3 (Fig. 5E). In addition, a reduction in mitochondrial activity was significantly inhibited by IL-26 and gefitinib (Fig. 5F). While a decrease in the expression level of DDIT3 mRNA was significantly inhibited by treatment with AKT inhibitor alone, JNK inhibitor alone, or EphA3 pAb, this inhibition was more pronounced following treatment with both AKT and JNK inhibitors, comparable to anti-IL-26 mAb treatment (Fig. 5G). Similarly, immunocytochemistry revealed a significant decrease in the expression level of DDIT3 by treatment with AKT inhibitor, a JNK inhibitor, EphA3 pAb, and anti-IL-26 mAb (Fig. 5H). Moreover, similar results were also observed in mitochondrial activity (Supplementary Fig. S11). Taken together, these results indicate that phosphorylation of AKT and JNK has an important role in ER stress response, particularly the PERK-eIF2α-DDIT3 pathway, to induce cell survival and proliferation in TNBC treated with IL-26 in the presence of gefitinib.

**Fig. 5:**
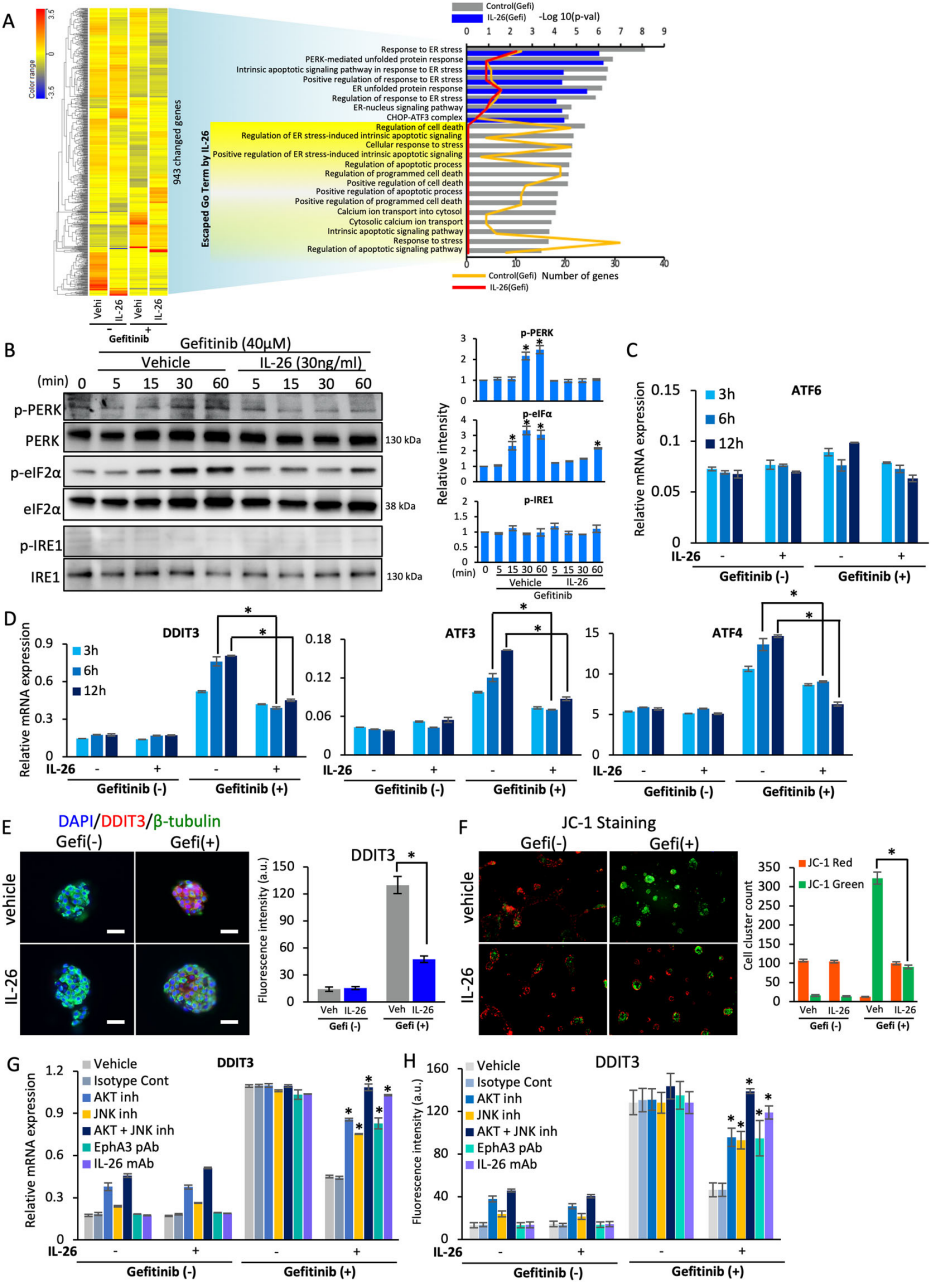
IL-26 suppresses EGFR-TKI-induced ER stress in TNBC cells. **A** HCC70 cells were treated with IL-26 (30 ng/ml) or control vehicle (vehi) in the presence or absence of gefitinib (40 μM) for 3 h. Total RNA was isolated and subjected to DNA microarray analysis as described in the “Materials and methods” section. Left: A heat map of 943 genes differentially (fold change ≥ 2.0) expressed between gefitinib plus IL-26- and gefitinib alone-treated HCC70 cells was constructed by hierarchical cluster analysis. Right: significantly enriched Gene Ontology (GO) terms in gefitinib-induced and IL-26-reduced genes. **B** HCC70 cells were treated with IL-26 (30 ng/ml) in the presence of gefitinib (40 µM) for the indicated periods, and then submitted to Western blot analysis using anti-phosphorylated PERK, eIF2α, and IRE1 antibodies, and reblotting with anti-pan PERK, eIF2α, and IRE1 antibodies. Data shown are representative of three independent experiments, and similar results were obtained in each experiment. Band intensity of phospho-proteins was normalized to the appropriate pan proteins, and relative intensity compared with unstimulated cells is shown as mean ± SEM from three independent experiments. * *p* < 0.01. **C**, **D** HCC70 cells were treated with IL-26 (30 ng/ml) in the presence or absence of gefitinib (40 μM) for the indicated periods. mRNA expression levels of ATF6 (**C**) or DDIT3, ATF3, and ATF4 (**D**) were quantified by qRT-PCR. *p < 0.01. **E** HCC70 cells were treated with IL-26 (30 ng/ml) in the presence or absence of gefitinib (40 μM) for 24 h, followed by immunostaining with anti-human DDIT3 pAb (red), β-tubulin (green), and DAPI (blue). Original magnification, ×400. Scale bar, 20 μm. **F** HCC70 cells were treated with IL-26 (30 ng/ml) in the presence or absence of gefitinib (40 μM) for 24 h, followed by JC-1 staining. Red fluorescence, sign of preserved mitochondrial membrane potential (ΔΨ_m_), was observed in vehicle- or IL-26-treated HCC70 cells in the absence of gefitinib, whereas green fluorescent signals, index of mitochondrial membrane depolarization were prominently observed in vehicle-treated HCC70 cells in the presence of gefitinib. Stained cell clusters were quantitated using Image-J software. *p < 0.01. **G** HCC70 cells were treated with IL-26 (30 ng/ml) and/or gefitinib (40 μM) in the presence of vehicle, signal inhibitors, anti-EphA3 pAb or anti-IL-26 mAb (clone 69-10) (50 µg/ml, each) for 6 h. mRNA expression levels of DDIT3 were quantified by qRT-PCR. *p < 0.01. **H** HCC70 cells were treated as described in G for 24 h. Expression of DDIT3 was detected by Immunofluorescence staining with anti-human DDIT3 pAb. Fluorescence intensity and stained cell clusters were quantitated using Image-J software. *p < 0.01. **C**–**H** Representative data of three independent experiments are shown as mean ± S.D. of triplicate samples, and similar results were obtained in each experiment.

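Between gefitinib plus IL-26 and gefitinib plus vehicle, 4 of 22642 probes differed by at least 2-fold in this pair of arrays, 3 higher and 1 lower with IL-26. RTN3, an ER-shaping reticulon, was higher by 1.22 on the log2 scale (authors' values 1284.1 against 576.4) and SLC50A1, a sugar transporter, by 1.09 (726.4 against 345.6). APOB was higher by 1.20, but was above background only on the array of gefitinib plus IL-26. HLA-DPB2, a pseudogene, was lower with a log2 difference of −1.32 (3.4 against 56.8). Gefitinib itself was accompanied by more differences, with 27 probes higher and 9 lower in gefitinib plus vehicle than in vehicle. That balance turned to 190 higher and 210 lower with plain subtraction, 89 and 226 in the authors' table, and 77 and 82 at 1.5-fold. Between IL-26 and vehicle, 1 probe was higher and 5 were lower, and 50 probes differed by at least 2-fold between any 2 of the 4 conditions. The higher probe, which is unnamed, differed by 1.99 with IL-26 and by 1.91 with gefitinib, each against vehicle. An unnamed lower probe (−1.64 and −1.61), RIIAD1 (−1.62 and −1.67) and PNOC (−1.49 and −1.49) also passed in both comparisons. Both share the vehicle array, so an error of that array alone can give such probes.
Among brighter genes, the 12 with the largest positive log2 difference between gefitinib plus IL-26 and gefitinib plus vehicle ranged from RTN3 at 1.22 to CNN3 at 0.63 and included FUBP1 at 0.74, TGFBI at 0.66 and SELENOM at 0.63. The 12 with the largest negative difference ranged from CUTA at −0.76 to SUSD4 at −0.56 and included TPBG at −0.65, the lactate dehydrogenase gene LDHA at −0.61 and IL6. These 24 genes lay close together on the array. All 12 higher genes were printed in block 24 at columns 89 to 104, and of the 12 lower genes 7 were in block 1 and 5 in block 15 at columns 32 to 38. A second bright probe elsewhere on the array was present for 5 of the 24 genes and showed less than 50% of the difference in all 5, as in SLC50A1 (0.10), FUBP1 (0.12) and SELENOM (0.02). The second probes of TGFBI (−0.38) and ACP1 (−0.17) lie in block 1, which itself holds 7 of the 12 lower genes. After subtraction of the median of neighbouring spots, a step chosen after the values were seen, 13 of the 24 kept less than 50% of their difference.
The counts depend on how dim spots are treated. With plain subtraction of the blank mean, 250 probes differed by at least 2-fold between gefitinib plus IL-26 and gefitinib plus vehicle (130 higher, 120 lower), and in the authors' table 127 did (57 higher, 70 lower), of which 118 had both values under the array median of 25. With the local background of each spot, chosen after seeing the data, the count was 901 and SLC50A1 differed by −0.39. That background correlated with the spot signal at r of 0.971 to 0.983.

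**Figure D2:**
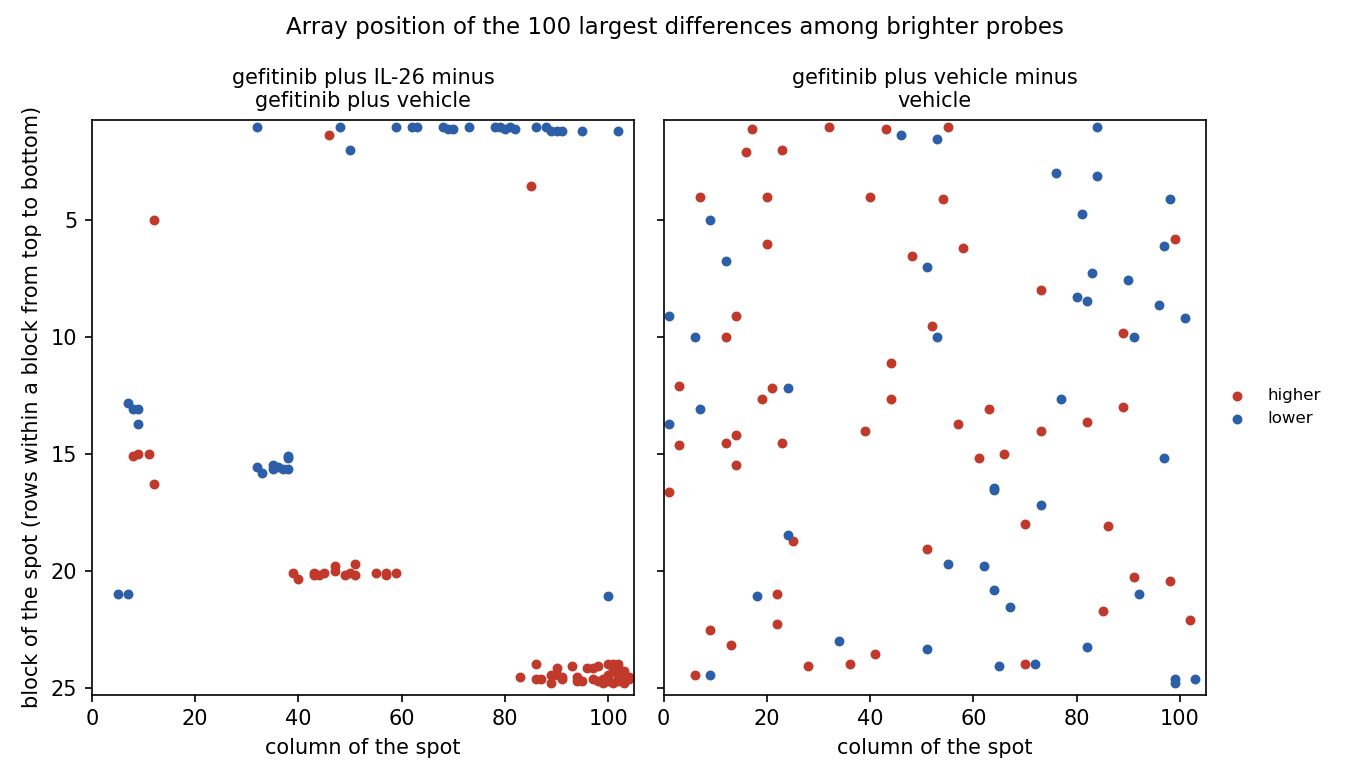
Place on the array of the 100 brighter probes with the largest log2 differences, by column (horizontal axis) and block (vertical axis, in order of block number), for gefitinib plus IL-26 minus gefitinib plus vehicle (left) and gefitinib plus vehicle minus vehicle (right), in red where higher and blue where lower. In the left panel 39 of the points are higher probes of block 24 and 21 are lower probes of block 1, whereas in the right panel no direction has more than 6 in a block.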

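Most genes at least 2-fold higher with gefitinib without IL-26 were also so with IL-26, though this share depended on the setting. In gefitinib plus vehicle against vehicle, 26 named genes were higher by at least 2-fold, in gefitinib plus IL-26 against IL-26 30 were, and 22 were in both. The PERK-ATF4-CHOP branch contributed 7 genes without IL-26 and 8 with IL-26, of which 7 were shared. Among them were SESN2, a stress-induced sestrin, at 2.25 without and 2.50 with IL-26 on the log2 scale, CHAC1, a glutathione-degrading enzyme, at 1.79 and 1.87, and DDIT4, an inhibitor of mTORC1, at 1.69 and 1.39. TRIB3, an inhibitory partner of AKT, was higher by 0.97 without and 1.00 with IL-26. HERPUD1, a component of ER-associated degradation, was higher by 1.62 and 1.76, and DNAJB9, an ER co-chaperone, by 1.65 and 1.59. Each was the only member of its list at least 2-fold higher. Of 19 genes of ER chaperones and the ATF6 branch, 9 were higher and 10 lower with gefitinib without IL-26 (median −0.00, percentile 39.3). Of 23 genes of the IRE1-XBP1 branch, 16 were higher and 7 lower (median 0.04, percentile 82.7).
The gefitinib-induced set was also read on arrays that had not served to choose it. Of 27 probes at least 2-fold higher in gefitinib plus vehicle than in vehicle, 25 were also higher in gefitinib plus IL-26 than in IL-26, 22 by at least 2-fold, with a median log2 difference of 1.25. The probes at least 2-fold higher with IL-26 were 46 of 170 with plain subtraction, 36 of 78 in the authors' table, 15 of 32 with no normalization and 18 of 29 with median scaling. In alternatives chosen after seeing the data they were 37 of 98 in the filled table and 143 of 639 with the local background. Across 21830 probes the effects of gefitinib without and with IL-26 correlated with Pearson's r of 0.626 and Spearman's rho of 0.449; probes are not independent replicates.
Averaged over cells without and with IL-26, 41 probes were higher and 40 lower with gefitinib among 23255 at an adjusted p under 0.05 in limma's additive model. DDIT3 had a mean log2 effect of 2.64 (standard error 0.025, adjusted p = 0.0199 from limma), ATF3 of 1.65 (adjusted p = 0.0312) and ATF4 of 0.75 (adjusted p = 0.0470). The gefitinib effects of DDIT3 without and with IL-26 were nearly equal (2.63 and 2.64), so its standard error rests mostly on the variance pooled over probes. ERN1 and ITPR1 had a standard error of 0.025 as well. It is not a measure of the precision of DDIT3 itself. Of the 34 genes of the PERK-ATF4-CHOP branch, 8 were higher and none lower at that threshold, and 26 passed it when adjusted over the list alone. For the mean effect of IL-26, 0 probes passed in limma, while 1263 (5.43%) had an unadjusted p under 0.05. With a prior variance that follows the signal, 361 probes were higher and 604 lower with gefitinib, and 0 passed for IL-26. This model gives no test of whether IL-26 changed the effect of gefitinib.
Genes both at least 2-fold higher with gefitinib and at least 2-fold lower when IL-26 was added numbered 1, HLA-DPB2, whose authors' values were 4.2, 4.0, 56.8 and 3.4 with vehicle, IL-26, gefitinib plus vehicle and gefitinib plus IL-26. The mirror count, genes at least 2-fold higher in gefitinib plus IL-26 than in IL-26 and at least 2-fold lower in gefitinib plus vehicle than in gefitinib plus IL-26, was 3. In the authors' table the same counts were 14 and 16. The differences of the first count share the array of gefitinib plus vehicle, and those of the mirror count share that of gefitinib plus IL-26. An error of either shared array alone can give such genes. The 3 mirror genes were RTN3, SLC50A1 and APOB, of which RTN3 and SLC50A1 lie in block 24 at columns 99 and 104.
For the themes of the enriched terms, fixed gene lists were used, since no ontology was used here. Of 21 genes of the BCL2 family and death receptors, 12 were lower in gefitinib plus IL-26 than in gefitinib plus vehicle, with a median log2 difference of −0.03 (percentile 9.33 of the random lists), and none was higher by at least 2-fold with gefitinib. The members farthest from 0 were the proapoptotic genes BAK1 at −0.31, PMAIP1 (NOXA) at −0.23 and BAX at −0.17, and the antiapoptotic gene MCL1 at 0.16; a second probe of BAK1 differed by −0.00. BBC3 (PUMA), another proapoptotic gene, differed by −0.15 (authors' values 71.9 with gefitinib plus IL-26 and 85.1 with gefitinib plus vehicle). PMAIP1 was higher with gefitinib by 0.98 without and 0.63 with IL-26. In the authors' values these log2 differences were 1.02 and 0.59, and those of BBC3 were 1.23 and 1.63, so that some passed 2-fold there. As reported, BBC3 was higher with gefitinib by 0.81 without and 0.95 with IL-26, and differed by −0.28 between IL-26 and vehicle. Of 19 genes of cytosolic calcium transport, 10 were higher and 9 lower in gefitinib plus IL-26 than in gefitinib plus vehicle, with a median of 0.00 (percentile 64.7), and the largest difference was that of the calcium pump gene ATP2A2 at 0.15.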

### IL-26 enhances in vivo TNBC tumor growth in EGFR-TKI-treated murine models

To extend the in vitro findings above to in vivo experimental systems, we next conducted in vivo tumor growth assay of TNBC following gefitinib treatment, utilizing hIL-26Tg mice. E0771 tumors were grown in hIL-26Tg and its littermate control mice (yellow and gray lines in Fig. 6A and tumor photos of upper panel in Fig. 6B), and tumor growth was suppressed in control mice following treatment with gefitinib (blue line in Fig. 6A and upper tumor photos of the lower panel in Fig. 6B). Meanwhile, tumor suppression by gefitinib was significantly inhibited in hIL-26Tg mice (red line in Fig. 6A and lower tumor photos of the lower panel in Fig. 6B). Moreover, tumor growth was significantly decreased in TNBC transplanted in hIL-26Tg mice following administration of anti-IL-26 mAb and gefitinib (green line in Fig. 6C), compared to that seen with control mAb and gefitinib (pale blue line in Fig. 6C). Of note is that treatment with anti-IL-26 mAb alone had no effect on tumor growth (green line in Supplementary Fig. S12A). Furthermore, tumor growth was significantly decreased in TNBC transplanted in hIL-26Tg mice following administration of anti-EphA3 pAb and gefitinib (purple line in Fig. 6E), compared to that seen with control Ab and gefitinib (pale blue line in Fig. 6E). Of note is that treatment with anti-EphA3 pAb alone had no effect on tumor growth (green line in Supplementary Fig. S12B).

**Fig. 6:**
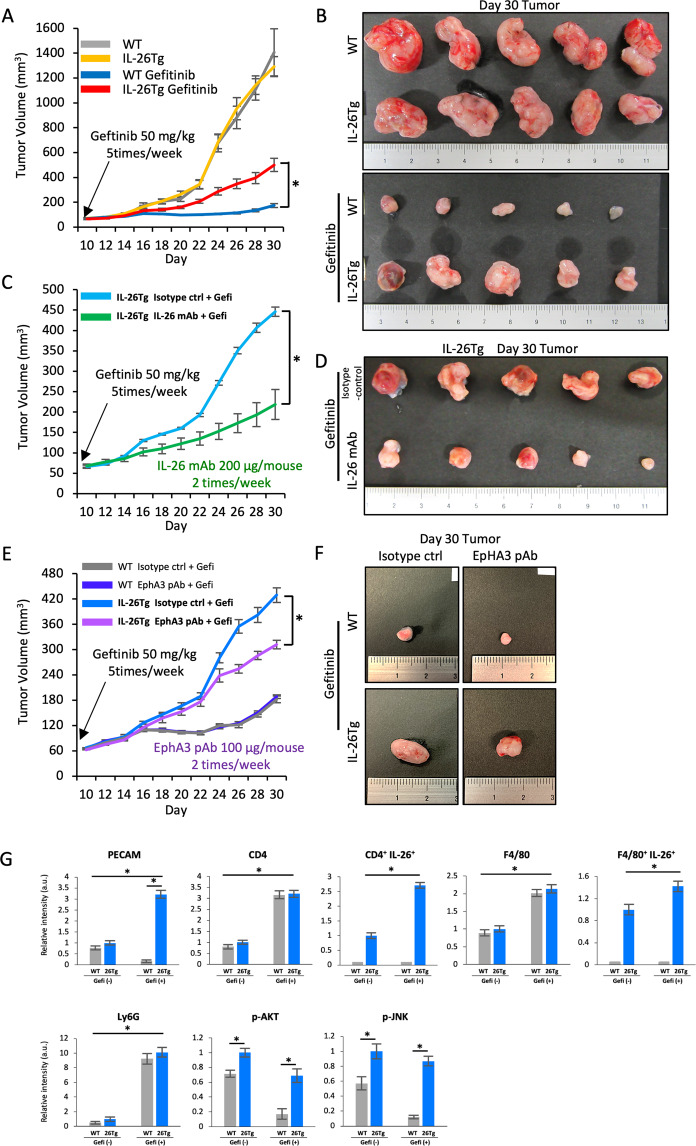
IL-26 promotes in vivo tumor growth against EGFR-TKI. **A** E0771 cells (5 × 10^5^) with Matrigel were injected subcutaneously into the flank of hIL-26Tg (IL-26Tg) or littermate control mice (WT) (each, *n* = 8). Gefitinib was administered by oral gavage (50 mg/kg) once a day five times a week for the duration of the study from 10 days after E0771 cell inoculation. *n* = 8 mice for each group at each time point. mean ± SEM of each group. *p < 0.01. **B** Macroscopic manifestation of the tumors in experiment A. Tumors were resected at 30 days after inoculation. **C** E0771 cells (5 × 10^5^) with Matrigel were inoculated subcutaneously into the flank of hIL-26Tg mice, and gefitinib was administered by the same method as described in experiment A. IL-26 mAb (clone 69-10) or mouse IgG isotype control (each, 200 µg/dose) was subsequently injected intraperitoneally once a day twice a week from 10 days after E0771 inoculation. *n* = 8 mice for each group at each time point. mean ± SEM of each group. *p < 0.01. **D** Macroscopic manifestation of the tumors in the experiment C. Tumors were resected at 30 days after inoculation. **E** E0771 cells (5 × 10^5^) with Matrigel were inoculated subcutaneously into the flank of hIL-26Tg or control mice, and gefitinib was administered by the same method as described in experiment A. Anti-mouse EphA3 pAb or goat IgG isotype control (each, 100 µg/dose) was subsequently injected intraperitoneally once a day twice a week from 10 days after E0771 inoculation. *n* = 8 mice for each group at each time point. mean ± SEM of each group. *p < 0.01. **F** Macroscopic manifestation of the tumors in the experiment E. Tumors were resected at 30 days after inoculation. **G** Immunofluorescence staining of tumor specimens resected at 17 days after E0771 inoculation. Representative images are shown in Supplementary Fig. S13. Data are shown as mean ± S.E. of relative fluorescence intensity from 8 mice for each group, comparing values in vehicle-treated WT mice, gefitinib-treated WT mice, or hIL-26Tg mice to those in vehicle-treated WT mice (*p < 0.01).

Immunohistochemical assay revealed that CD4^+^ T cells and F4/80+ macrophages in the TME expressed IL-26 (Fig. 6G and Supplementary Fig. S13C, D). Moreover, granulocyte levels in the TME of both hIL-26Tg and control mice treated with gefitinib were increased (Fig. 6G and Supplementary Fig. S13E), possibly with response to KC and MIP-2 induced by ER stress signaling (shown in Supplementary Fig. S10). PECAM-positive blood vessels were markedly increased in gefitinib-treated hIL-26Tg mice (Fig. 6G and Supplementary Fig. S13B). Finally, cells with phosphorylated AKT and JNK were clearly increased in gefitinib-treated hIL-26Tg mice as compared with gefitinib-treated control mice (Fig. 6G, Supplementary Fig. S13F, G). Taken together, our data suggest that TNBC cells are exposed to IL-26 secreted by CD4^+^ T cells and macrophages infiltrating in the TME, evoking a resistance to EGFR-TKI therapy in TNBC, associated with phosphorylation of AKT and JNK of ER stress response.

Based on our experimental findings, Fig. 7 depicts a schematic of the inhibitory effect of IL-26 on EGFR-TKI-mediated tumor suppression in TNBC cells.

**Fig. 7:**
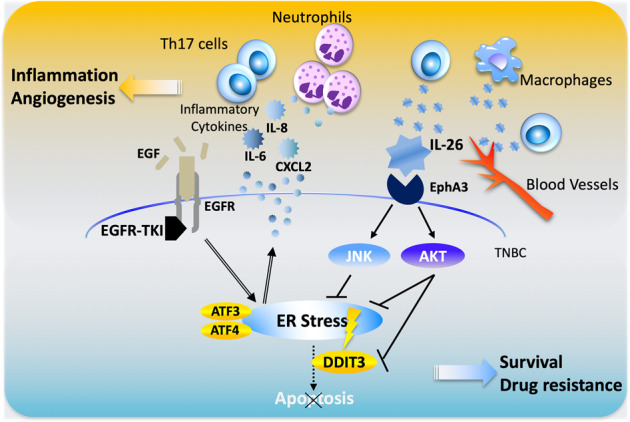
Hypothetical schema of the effect of IL-26 on EGFR-TKI resistance. IL-26 activates AKT and JNK signaling of bypass pathway of EGFR-TKI via interaction with its newly identified IL-26 functional receptor EphA3, leading to suppression of EGFR-TKI-induced ER stress, which subsequently results in TNBC tumor survival and drug resistance. Moreover, production of ER stress-associated inflammatory cytokines/chemokines including IL-6, IL-8, and CXCL2 was enhanced following treatment with EGFR-TKI, leading to the recruitment of neutrophils in TME, which further promotes the inflammation and recruitment of other inflammatory cells such as T cells and macrophages.

## Discussion

Originally identified in *Herpes saimiri*-infected T cells as AK155 ^39^, IL-26 has an important role as a mediator of local inflammation^11,12^. Our group has revealed novel functions of IL-26 in various in vivo models utilizing humanized mice or hIL-26Tg mice, and succeeded in developing anti-IL-26 neutralizing mAbs to establish a novel IL-26-targeted therapy^13,40–42^. We recently demonstrated that IL-26 functions as an angiogenic factor equivalent to VEGF, strongly suggesting a role of IL-26 in angiogenesis in the TME and malignant progression. While IL-26 is involved in cancer biology^16,17,43,44^, the precise molecular mechanisms associated with this process, including the identification of the functional receptor of IL-26 in cancer cells and its downstream signaling events, are not yet clarified.

Our present study demonstrates that IL-26 has a critical role in cell growth of EGFR-TKI-treated TNBC via activation of an EGFR bypass pathway. By exploring the mechanisms involved in IL-26-mediated EGFR-TKI resistance in TNBC, we found that the interaction of IL-26 and EphA3 suppresses ER stress signaling pathway induced by EGFR-TKI treatment. Previous work showed that EGFR-TKI‐treatment is linked to the induction of ER stress response^32^, and erlotinib‐induced ER stress signaling can promote survival of EGFR-TKI‐persister cells through transcriptional adaptation^45^. While intense ER stress induces cell death, feeble ER stress promotes the survival of tumor cells. Previous work showed that ER stress-mediated activation of the IRE1α pathway is a key factor for tumor-initiating cell survival in breast cancer^45,46^. However, the effects of intense ER stress through the PERK-ATF4-DDIT3 pathway on breast cancer, and the mechanism by which breast cancer cells subjected to intense ER stress escape ER stress-induced cell death, have remained incompletely characterized. Our study revealed that interaction of IL-26 and EphA3 in TNBC activates AKT and JNK, leading to tumor proliferation by inhibiting EGFR-TKI-provoked PERK-eIF2α-DDIT3 pathway and ER stress-associated cell death. While EGFR is highly expressed on most TNBC, activating mutations are rarely observed in the EGFR expressed on TNBC^9^. Our present data strongly suggest that EGF-wild-type EGFR signaling has an important role in the survival or growth of TNBC, and that EGFR-TKI acting through this wild-type EGFR induces intense ER stress. Future studies are needed to define the precise role of EGFR in TNBC and the effect of EGFR-TKI on TNBC, in comparison to the role of well-known EGFRs with activating mutations expressed on other neoplasms such as lung or colon cancers. ER stress in cancer cells is associated with the production of various proinflammatory molecules^21,47^. Our data showed that gefitinib-treated TNBC cells exhibited enhanced production of proinflammatory cytokines/chemokines such as IL-6, IL-8, and CXCL2, hence increasing the number of tumor-infiltrating immune cells including IL-26-producing cells in the TME. Recent evidence showed that IL-26 promotes an inflammatory TME of TNBC, at least partially through binding to neutrophil extracellular traps (NET) DNA to stimulate the expression of multiple proinflammatory cytokines in the TME, which collectively contribute to engraftment, tumor growth, and metastasis of TNBC^44^. Since granulocyte levels in the TME of hIL-26Tg mice treated with gefitinib were increased (Fig. 6G and Supplementary Fig. S13E), further studies are needed to clarify whether IL-26 affects the production of inflammatory cytokines from immune cells infiltrating the TME of TNBC treated with gefitinib, and whether these effects of IL-26 influence tumor growth or metastasis of TNBC in our in vivo model.

The previous report showed that IL-26 binds to a cell surface heterodimeric receptor IL-20RA/IL-10RB, inducing downstream signaling cascade events via STAT3 phosphorylation^19^. However, the TNBC cell lines used in the present study did not express IL-20RA. These findings strongly suggest that the downstream signaling events in TNBC following IL-26 stimulation were not mediated by the known receptor complex IL-20RA/IL-10RB. In fact, we identified EphA3 as a novel functionally interacting receptor for IL-26 in TNBC. Human EphA3 is a 110 kDa protein consisting of 983 amino acids and belongs to the ephrin receptor subfamily of the RTK family. EphA3 is well conserved between human and mouse with ~96% homologies and 88% similarities^48^, allowing human IL-26 to bind to both human and murine EphA3 on TNBC cells. Mutations of EphA3 were identified as candidate cancer risk genes in breast cancer, colon cancer, lung cancer, glioblastoma, melanoma, and pancreatic carcinoma^33,49–52^. The roles of the EPH family in cancer are controversial. Overexpression of EPH family can promote and inhibit tumor progression, even in the same tumor type^33,53,54^. Previous reports showed that a preferential binding ligand for EphA3 is ephrin-A5^33^. Many cancer cell lines and normal endothelial cells release A-type ephrins from their cell surface^55^. Membrane-bound ephrin-A5 ligand-induced EphA3 clustering and its tyrosine phosphorylation, followed by activation of GTPase or ERK and dephosphorylation of AKT, resulting in cytoskeletal re-organization, cell retraction, and differentiation^56^. A-type ephrins, particularly ephrin A1, A4, and A5, can be released from the cell surface through metalloproteases, phospholipases, or through alternative splicing, which removes the exon encoding the site of GPI anchor attachment^55,57,58^. Binding of unbound, soluble ephrin-A5 to EphA3 resulted in dephosphorylation of EphA3 by recruitment of protein tyrosine phosphatase and auto-inhibition of its RTK domain, leading to cell growth and proliferation^56,59,60^. However, our present study showed that the addition of exogenous ephrin-A5 has little impact on the effects of gefitinib in TNBC cells. It is possible that the EphA3 antibody may reduce the effect of IL-26 on gefitinib by preventing access to the IL-26 binding site, not by blocking ephrin-A5 ligand binding. These results suggest that the blockade of IL-26 overcomes EGFR-TKI resistance in TNBC. In the current study, exogenous IL-26 induced dephosphorylation of EphA3 in TNBC, followed by phosphorylation of AKT and JNK leading to suppression of ER stress signaling, resulting in enhanced tumor growth of EGFR-TKI-resistant TNBC. Despite the EphA3-related molecular alterations associated with IL-26 alone, treatment with IL-26 alone did not alter TNBC growth; rather, the effect of IL-26 on TNBC tumor growth was seen in the setting of EGFR-TKI exposure with an increased ER stress response. Our present study did not demonstrate direct IL-26 and EphA3 binding. IL-26 has been reported to be a cationic and amphipathic cytokine, resembling the structure of antimicrobial peptides^61^. Since polycationic proteins are known to bind with various molecules, it is, therefore, possible that IL-26 forms a large complex that includes EphA3 to affect downstream signaling.

In conclusion, we showed that IL-26 activates an EGFR-TKI-associated bypass pathway in TNBC and that EphA3 is a putative novel functional receptor for IL-26 in TNBC, and binding of IL-26 inhibits ER stress signaling via phosphorylation of AKT and JNK downstream of EphA3, leading to cell growth. Blockade of IL-26 overcomes EGFR-TKI resistance in TNBC. These findings reveal the critical importance of IL-26 on EGFR-TKI resistance in TNBC, and serve as the basis for a novel therapeutic strategy in TNBC, as well as potentially other EGFR-TKI resistant cancers such as non-small cell lung cancer or colorectal cancer, with the combination of anti-IL-26 mAb and anti-EGFR agents. In addition, this therapeutic approach may be considered for other medical conditions involving IL-26 and EphA3, such as pulmonary fibrosis^13,14,40,62,63^. By clarifying the mechanisms involved in IL-26-mediated EGFR-TKI resistance in TNBC, our work solves the paradox involving the cross-species difference between murine models and human subjects observed with EGFR-TKI treatment of TNBC.

## Materials and methods

### Cells, reagents, and antibodies

The mouse breast carcinoma cell line E0771 was purchased from CH3 Biosystems (Amherst, NY). The human breast adenocarcinoma cell lines HCC70, MDA-MB468, and MDA-MB231 were obtained from ATCC. All cell lines had been tested for mycoplasma. For cell stimulation, a recombinant human IL-26 dimer was purchased from R&D Systems (Minneapolis, MN). Recombinant human IL-26 dimer was labeled with Alexa Fluor 488 utilizing protein labeling kit (ThermoFisher Scientific, Waltham, MA) and used for immunofluorescence staining. Recombinant human and mouse EphA3 Fc Chimera Protein were purchased from R&D Systems. EGFR-TKIs and inhibitors used in this study are shown in Supplementary Table S1. siRNAs against EphA3 were purchased from ThermoFisher Scientific (sequences are shown in Supplementary Table S2), and negative control siRNA (oligonucleotide sequences are not disclosed) was purchased from Qiagen (Hilden, Germany). FuGENE HD Transfection Reagent (Promega, Madison, WI) was used to transfect plasmid pCMV6-ENTRY EPHA3 or pCMV6-ENTRY control (ORIGENE, Rockville, MD) into MDA-MB231 cells. Antibodies used in this study are listed in Supplementary Table S3.

### Mice

hIL-26Tg mice were kindly provided by Dr. Thomas Aune and were interbred with C57BL/6 mice in the animal facility in Juntendo University. All mice used in this study were kept under the specific pathogen-free facility in microisolator cages. Female hIL-26Tg mice and littermate control mice at 8–12 weeks of age were used.

### MTT assay

Human and mouse breast carcinoma cells (1 × 10^4^) were incubated in RPMI 1640 containing 10% FCS on 96-well flat-bottom plates (Corning, Tewksbury, MA) for 24 h at 37 °C, and then stimulated with IL-26 in the presence or absence of EGFR-TKI (Gefitinib or Erlotinib), signal inhibitors and neutralizing antibodies for 48 h. Tetrazolium monosodium salt (WST-8) was added to each well at a concentration of 1/10 volume for the last 1 h, and the absorbance at 450 nm/595 nm was measured using a Microplate Reader (Bio-Rad, Hercules, CA) and data were analyzed with Microplate Manager 6 software (Bio-Rad).

### Western blotting

To analyze phosphorylation of AKT, ERK, p38, JNK, STAT3, EphA3, PERK, eIF2α and IRE1, E0771, and HCC70 cells were stimulated with IL-26 (30 ng/ml) in the presence or absence of Gefitinib and anti-EphA3 pAb (10 μg/ml) in 100-mm dish for the indicated periods. After stimulation, cells were lysed in RIPA buffer supplemented with 2% protease inhibitor mixture (Sigma-Aldrich, Saint. Louis, MO) and 1 × PhosSTOP (Roche Diagnostics, Tokyo, Japan), and lysates were resolved by SDS-PAGE in reducing condition (15 μg/lane) and immunoblotted using anti-phosphorylated AKT, ERK, p38, JNK, STAT3, EphA3, PERK, eIF2α, and IRE1 antibodies recognizing both human and murine antigens. For reprobing, the membranes were submerged in a stripping buffer. After a stripping procedure, the membranes were reprobed with anti-pan AKT, ERK, p38, JNK, STAT3, EphA3, PERK, eIF2α, and IRE1 antibody recognizing both human and murine antigens. The images were taken using C-Digit blot scanner (MS Techno Systems Inc., Osaka, Japan).

### Flow cytometry

E0771, HCC70, and MDA-MB468 cells were washed in PBS containing 1% FBS and 0.1% sodium azide, and subsequently stained with fluorochrome-conjugated Abs (anti-IL-20RA and IL-10RB) for 30 min at 4 °C. E0771, HCC70, MDA-MB468, and MDA-MB231 cells were incubated with purified rabbit anti-human/mouse EphA3 pAb for 30 min at 4 °C, and subsequently stained with PE-conjugated donkey anti-rabbit IgG (BioLegend, San Diego, CA) for 25 min at 4 °C. Flow cytometry was performed on two-laser FACSCalibur (BD Biosciences, San Jose, CA), and data were analyzed with FlowJo software (BD Biosciences).

### Microarray analysis

E0771 cells were treated with exogenous IL-26 (30 ng/ml) for 6 or 24 h. Total RNA was isolated and subjected to DNA microarray analysis utilizing 3D-Gene mouse mRNA oligo chip (TORAY, Kamakura, Japan). A heat map of 960 genes differentially (fold change ≥ 2.0) expressed between vehicle- and IL-26-treated E0771 cells was constructed by hierarchical cluster analysis using cluster 3.0 software, with results displayed with the TreeView program. HCC70 cells were treated with exogenous IL-26 (30 ng/ml) in the presence or absence of Gefitinib (40 μM) for 3 h. Total RNA was subjected to DNA microarray analysis with 3D-Gene human mRNA oligo chip. A heat map of 943 genes differentially (fold change ≥ 2.0) expressed between vehicle-, IL-26-, gefitinib plus vehicle-, and gefitinib plus IL-26-treated HCC70 cells were constructed and displayed as described above. The fraction of gene categories identified by the microarray Gene Ontology (GO) enrichment analysis is shown as GO terms in descending order of correlation coefficient values. The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GEO accession: GSE147804 (E0771), GSE171641(HCC70).

### In vivo evaluation of IL-26 in a TNBC transplantation model

E0771 cells (5 × 10^5^) with 50% Matrigel were injected subcutaneously into the flank of hIL-26Tg or control mice. Tumor measurements were made using calipers and volumes were calculated using the formula (*v* = width × width × (length/2)). After 10 days from E0771 cells injection, hIL-26Tg or control mice were randomly selected for treatment with vehicle control, gefitinib or each antibody (*n* = 8; calculated by power analysis based on our pilot studies). Gefitinib was suspended in H_2_O containing 1% Tween 80 for administration by oral gavage (50 mg/kg). Oral gavage was administered once a day 5 times a week for the duration of the study. H_2_O containing 1% Tween 80 and no Gefitinib was used as a control. For mAb treatment, anti-IL-26 mAb (clone 69-10) developed in our laboratory^42^ or mouse IgG1 isotype control was diluted in sterile PBS at 1 mg/ml and 200 μl (200 μg) was injected intraperitoneally once a day twice a week from 10 days after E0771 cells injection. Anti-EphA3 pAb (R&D Systems) or goat IgG isotype control was diluted in sterile PBS at 500 μg/ml and 200 μl (100 μg) was injected intraperitoneally once a day twice a week from 10 days after E0771 cells injection. Mice were sacrificed when subcutaneous tumor size reached 1600 mm^3^. No blinding was involved in animal studies.

### Immunofluorescence analysis

E0771 and HCC70 cells (1 × 10^5^) were incubated in RPMI 1640 containing 10% FCS on Lab-Tek chamber slide (ThermoFisher Scientific) for 24 h. After incubation, cells were stimulated with Alexa Fluor 488-labeled IL-26 (30 ng/ml) in the presence or absence of recombinant human and mouse EphA3-Ig for 1 h. HCC70 cells were stimulated with IL-26 (30 ng/ml) in the presence or absence of Gefitinib (40 μM), signal inhibitors, and neutralizing antibodies for 24 h. Subcutaneous tumor samples obtained from mice were fixed in 4% paraformaldehyde (ThermoFisher Scientific), embedded in OCT compound (Tissue-Tek, Sakura Finetek, Tokyo, Japan). Cells and slides were immunostained with each antibody and observed utilizing Zeiss inverted microscope and Apotome.2. program (Carl Zeiss, Oberkochen, Germany). Fluorescence intensity was quantitated using Image-J software (NIH). Images were captured using objectives of ×100–×400.

### In situ proximity ligation assay (PLA)

HCC70 cells (1 × 10^5^) were incubated in RPMI 1640 containing 10% FCS on Lab-Tek chamber slide (ThermoFisher Scientific) for 24 h. After incubation, cells were stimulated with recombinant human IL-26 (30 ng/ml) for 1 h. Following stimulation, cells were fixed with 4% paraformaldehyde in PBS for 15 min at RT. The coverslips were incubated with goat anti-human IL-26 pAb (R&D systems) and mouse anti-human EphA3 mAb (Santa Cruz Biotechnology, Santa Cruz, CA), and subjected to in situ PLA using the Duolink Detection kit (ThermoFisher Scientific) according to the manufacturer’s instructions. The coverslips were incubated with PLA minus and PLA plus probes (anti‐goat PLUS and anti‐mouse MINUS diluted in the antibodies diluent provided with the kit) for 1 h at 37 °C in a humidity chamber. The coverslips were washed and processed for probe ligation, signal amplification, fluorescently labeled probe conjugation, and mounting. Cells were observed utilizing Zeiss inverted microscope and Apotome.2. program. Images were captured using objectives of ×400.

### JC-1 staining

Mitochondrial stability was assessed using a mitochondrial membrane potential (ΔΨ_m_) assay kit with JC-1 staining (Cayman Chemical, Ann Arbor, MI). HCC70 cells (1 × 10^4^) were stimulated with IL-26 (30 ng/ml) in the presence or absence of Gefitinib (40 μM), signal inhibitors, and neutralizing antibodies on flat-bottom plates 96-well (Corning) for 24 h. After stimulation, cells were stained for JC-1 Staining Solution. The ΔΨ_m_ was assessed using a fluorescence microscope (Nikon, Tokyo, Japan) at wavelengths of 530 and 590 nm, respectively. The ΔΨ_m_ depolarization displayed green fluorescence. Stained cells were quantitated using Image-J software (NIH). Images were captured using objectives of ×40.

### Quantitative real-time PCR (qRT-PCR)

E0771, HCC70, and MDA-MB468 cells were incubated in RPMI 1640 containing 10% FCS on 6-well plates (Corning) for 24 h, and then stimulated with IL-26 (30 ng/ml) in the presence or absence of Gefitinib for 3, 6, or 12 h. Cells were collected and total RNA was extracted. cDNA was synthesized using a PrimeScript II first strand cDNA synthesis kit (TaKaRa Bio, Shiga, Japan) with oligo (dT) primers. mRNA levels were measured by 7500 System SDS software (Applied Biosystems, Foster City, CA), being normalized to hypoxanthine phosphoribosyltransferase expression levels. Sequences of primers used in this study are shown in Supplementary Table S4.

### Tissue samples and immunohistochemistry

Pathological examinations were carried out by two experienced pathologists. On specimens subjected to IHC, ER status, and PgR status were determined semi-quantitatively and judged as positive when more than 1% of the nuclei of cancer cells showed staining. HER2 was determined as positive when more than 10% of tumor cells showed strong staining of the entire cell membrane. Triple-negative (ER/PgR-HER2-) status was classified when the samples were ER (<1%), PgR (<1%), and HER2 (<10%) by IHC staining. For an immunohistochemical double-staining of IL-26 and CD4, CD8, CD68 or CD163, antigen retrieval was performed by autoclaving in 10 mM citrate buffer (pH 6.0) for 10 min at 120 °C, and the sections were treated with 0.3% H_2_O_2_ in methanol for 10 min at RT to inactivate endogenous peroxidase. The sections were treated with rabbit anti-human IL-26 mAb, and subsequently treated with HRP-conjugated anti-rabbit Ig antibody (Vector Laboratories, Inc., Burlingame, CA) for 30 min at RT. The reaction was visualized with 3,3′-diaminobenzidine (DAB) (Dojindo Laboratories, Kumamoto, Japan). After DAB staining, the sections were washed in distilled water, then boiled in 10 mM citrate buffer (pH 6.0) for 5 min at 100 °C to remove antibodies. The sections were subsequently treated with mouse anti-human CD4 mAb, anti-CD8 mAb, anti-CD68 mAb, or anti-CD163 mAb, respectively at 4 °C overnight, and then treated with HRP-conjugated anti-mouse Ig antibody (Vector Laboratories, Inc). The reaction was visualized with Vector SG Reagent (Vector Laboratories, Inc), and the tissue sections were counterstained for the nucleus with hematoxylin. The optical images were taken using Zeiss inverted microscope and Axiovision 2.0 program. Histological studies were conducted in the Department of Breast Oncology of Juntendo University (Tokyo, Japan) after official approval of the Juntendo University School of Medicine Review Board was obtained (No: 17-252).

### Statistics

Data were analyzed by two-tailed Student *t*-test for two-group comparison or by one-way ANOVA test with Tukey’s for multiple comparison testing. Data are presented as mean ± S.D. of triplicate samples of the representative in vitro experiment, or mean ± S.E. of three independent in vivo experiments. Significance was analyzed using MS Excel (Microsoft) and values of *p* < 0.01 were considered significant and are indicated in the corresponding figures and figure legends.

## Supplementary information

Revised Supplementary Figures

Revised Legends to Supplementary Figures

## Data Availability

All data generated or analyzed during this study are included in this published article and its Supplementary Information files.

# Supplementary material for: IL-26 mediates epidermal growth factor receptor-tyrosine kinase inhibitor resistance through endoplasmic reticulum stress signaling pathway in triple-negative breast cancer cells
**Source:** Cell Death Dis. 2021 May 21;12(6):520. doi: 10.1038/s41419-021-03787-5
**Supplement:** Supplementary file 2 — Revised Legends to Supplementary Figures

Legends to Supplementary Figures

Figure S1. Immunohistochemistry of HER2 and Luminal subtype clinical specimens.

HER2 (n=20) and Luminal (n=23) subtypes of breast carcinoma tissue specimens were stained with anti-human IL-26 mAb. All immunohistochemistry specimens were counterstained with hematoxylin. Representative images of 2 cases showing high IL-26 protein expression in HER2 and Luminal subtypes. IL-26 was detected in both tumor-infiltrating lymphocytes and tumor cells. Original magnification, 100x. Scale bar, 50 μ m. Original magnification, 100x. Scale bar, 50 μ m.

Figure S2. Exogenous IL-26 activates bypass pathway of EGFR-TKI in human TNBC in *in vitro* assays

A. Phase contrast microscopy of HCC70 cells (1×10^4) following 48 hr incubation with IL-26 or control vehicle in the presence or absence of gefitinib. Original magnification, 100x. Scale bar, 100 μ m. Data shown are representative images of five independent experiments with similar results.

B. HCC70 cells were treated with the indicated dose of IL-26 in the presence or absence of gefitinib (40 μ M) for 48 hr. IL-26 dose-dependently enhanced the proliferation of HCC70 cells in the presence of gefitinib. $*p < 0.01$.

C. HCC70 cells were treated with IL-26 (30 ng/ml) in the presence of various doses of gefitinib (10, 20 or 40 μ M). IL-26 significantly inhibited gefitinib-induced suppression of cell proliferation ($*p < 0.01$), and the phenomenon was prominently observed with 40 μ M gefitinib.

1 D. HCC70 cells were stimulated with IL-26 (30 ng/ml) for the indicated periods, and then
2 submitted to Western blot analysis using anti-phosphorylated AKT, JNK, ERK, p38, and STAT3
3 antibodies, and reblotting with anti-pan AKT, JNK, ERK, p38, and STAT3 antibodies. Addition
4 of IL-26 resulted in phosphorylation of AKT, JNK, ERK and p38 in HCC70 cells, but not in
5 activation of STAT3.

6 E. HCC70 cells were stimulated with IL-26 (30 ng/ml) in the presence or absence of gefitinib (40
7 μ M) for 15 min, and then submitted to Western blot analysis as described in D. IL-26 activated
8 AKT and JNK signals in HCC70 cells even in the presence of gefitinib.

9 F. HCC70 cells were treated with IL-26 and/or gefitinib in the presence or absence of various
10 concentrations of signal inhibitors (AKT inhibitor, JNK inhibitor or combination of AKT
11 inhibitor and JNK inhibitor) for 48 hr. The dashed line is the standard value of gefitinib plus
12 vehicle. Both AKT inhibitor and JNK inhibitor partially inhibited the proliferation of HCC70
13 cells in the absence of gefitinib. AKT inhibitor and JNK inhibitor hardly affected the proliferation
14 of HCC70 cells treated with gefitinib alone. In contrast, combination of AKT inhibitor and JNK
15 inhibitor almost completely reversed the inhibitory effect of IL-26 on gefitinib-induced
16 suppression to the level similar with that of gefitinib alone. $*p<0.01$.

17 (B, C, F) Cell proliferation was assessed by MTT assay. Representative data of five (B) and three
18 (C, F) independent experiments are shown as mean $\pm$ S.D. of triplicate samples, and similar results
19 were obtained in each experiment.

20 (D, E) Data shown are representative of five independent experiments, and similar results were
21 obtained in each experiment. Band intensity of phospho-proteins was normalized to the

appropriate pan proteins, and relative intensity compared with unstimulated cells is shown as mean $\pm$ SEM from five independent experiments. * $p < 0.01$.

Figure S3. IL-26 overcomes the suppressive effect of gefitinib on MDA-MB468 cells.

A. Human TNBC MDA-MB468 cells were treated with the indicated dose of IL-26 in the presence or absence of gefitinib (20 μ M) for 48 hr. IL-26 dose-dependently enhanced the proliferation of MDA-MB468 cells in the presence of gefitinib. * $p < 0.01$.

B. MDA-MB468 cells were treated with IL-26 (30 ng/ml) in the presence of various doses of gefitinib (5, 10 or 20 μ M). IL-26 significantly inhibited gefitinib-induced suppression of cell proliferation (* $p < 0.01$).

(A, B) Cell proliferation was assessed by MTT assay. Representative data of three independent experiments are shown as mean $\pm$ S.D. of triplicate samples, and similar results were obtained in each experiment.

Figure S4. IL-26 overcomes the suppressive effect of erlotinib on TNBC cells.

(A, B, C) Mouse TNBC E0771 cells (A) and human TNBC HCC70 cells (B) and MDA-MB468 cells (C) were treated with IL-26 (30 ng/ml) in the presence of the indicated dose of erlotinib for 48 hr. MTT assays were conducted as described in Materials and Methods. IL-26 significantly inhibited erlotinib-induced suppression of cell proliferation (* $p < 0.01$)

Representative data of three independent experiments are shown as mean $\pm$ S.D. of triplicate samples, and similar results were obtained in each experiment.

Figure S5. Colocalization of IL-26 and EphA3 was inhibited by addition of soluble EphA3.

E0771 cells were treated with Alexa Fluor 488-labeled recombinant human IL-26 (rhIL-26-Alexa488 (green)) (30 ng/ml) in the presence of recombinant mouse EphA3-Ig (rmEphA3), human EphA3-Ig (rhEphA3) or control IgG (50 µg/ml, each) for 1 hr, followed by immunostaining with anti-mouse EphA3 pAb (red) and DAPI (blue). IL-26 was merged with cell surface EphA3 while both human and mouse soluble EphA3-Ig inhibited the interaction of IL-26 and cell surface EphA3. Original magnification 200x. Scale bar, 50 µm. Data shown are representative images of three independent experiments with similar results.

Figure S6. IL-20RA was not detected on human TNBC cell line MDA-MB468.

MDA-MB468 cells were stained with the indicated Abs or isotype control, and analyzed by flow cytometry. Data are shown as histogram of IL-20RA (red lines), IL-10RB (blue lines) and EphA3 (red lines), and the gray area in each histogram shows isotype control data. Although expression of IL-10RB and EphA3 was detected on the cell surface of MDA-MB468 cells, IL-20RA, a major subunit of IL-26 receptor, was never observed on MDA-MB468 cells. Representative data of three independent experiments are shown, and similar results were obtained in each experiment.

Figure S7. EphA3 was expressed in TNBC cells of human clinical tissue samples

A, B, C. TNBC tissue specimens were stained with H&E (A) and anti-human EphA3 pAb (B). All immunohistochemistry specimens were counterstained with hematoxylin. Representative images of 3 cases with IL-26-expressing cells and EphA3-expressing cells were shown. IL-26 was mainly detected in tumor-infiltrating lymphocytes, while expression of EphA3 was detected

in tumor cells. Original magnification, 40x. Scale bar, 100 μ m. Similar results were obtained in 16 other TNBC samples.

Figure S8. EphA3 was not detected on human TNBC cell line MDA-MB231.

MDA-MB231 cells were stained with anti-EphA3 pAb or isotype control, and analyzed by flow cytometry. Data are shown as histogram of EphA3 (red lines), and the gray area in each histogram shows isotype control data. Although expression of EphA3 was not detected on the cell surface of MDA-MB231 cells and control plasmid-transfected cells, EphA3 was markedly expressed on EphA3-transfected MDA-MB231 cells. Representative data of three independent experiments are shown, and similar results were obtained in each experiment.

Figure S9. Expression level of DDIT3 was increased in gefitinib-stimulated human and mouse TNBC cells.

Human TNBC MDA-MB468 cells and mouse TNBC E0771 cells were treated with IL-26 (30 ng/ml) in the presence or absence of gefitinib (20 μ M) for 6 hr. Total RNA was isolated, and cDNA was synthesized with oligo (dT) primers. mRNA expression levels were quantified by real-time RT-PCR, being normalized to hypoxanthine phosphoribosyltransferase 1 (HPRT1) expression levels. Although mRNA expression levels of DDIT3 in MDA-MB468 and E0771 cells were markedly increased following gefitinib treatment, IL-26 clearly decreased DDIT3 expression levels of gefitinib-treated MDA-MB468 and E0771. $*p<0.01$.

Representative data of three independent experiments are shown as mean $\pm$ S.D. of triplicate samples, and similar results were obtained in each experiment.

Figure S10. Expression levels of inflammatory cytokines and chemokines were increased in gefitinib-stimulated human and mouse TNBC cells.

Cells were stimulated with IL-26 (30 ng/ml) in the presence or absence of gefitinib (40 μ M for HCC70, and 20 μ M for MDA-MB468 and E0771) for 6 hr. Total RNA was isolated, and cDNA was synthesized with oligo (dT) primers. mRNA expression levels of IL-6, IL-8, CXCL2 (MIP-2) and CXCL1 (KC) were quantified by real-time RT-PCR, being normalized to hypoxanthine phosphoribosyltransferase 1 (HPRT1) expression levels. Gefitinib treatment significantly enhanced mRNA expression levels of IL-6, IL-8 and CXCL2 in HCC70 and MDA-MB468, and IL-6, MIP-2 and KC in E0771. $*p<0.01$.

Representative data of three independent experiments are shown as mean $\pm$ S.D. of triplicate samples, and similar results were obtained in each experiment.

Figure S11. EphA3, phosphorylation of AKT and JNK play an important role in mitochondrial membrane potential of TNBC treated with IL-26 and gefitinib.

HCC70 cells were treated with IL-26 (30 ng/ml) and/or gefitinib (40 μ M) in the presence of vehicle, signal inhibitors, anti-EphA3 pAb or anti-IL-26 mAb (clone 69-10) (50 μ g/ml, each) for 24 hr, followed by JC-1 staining. Red fluorescence, sign of preserved mitochondrial membrane potential ($\Delta\Psi_m$), was observed in vehicle- or IL-26-treated HCC70 cells in the absence of gefitinib, whereas green fluorescent signals, index of mitochondrial membrane depolarization were prominently observed in vehicle-treated HCC70 cells in the presence of gefitinib. Mitochondrial membrane depolarization was markedly reduced in IL-26-treated HCC70 cells

even in the presence of gefitinib. Both AKT inhibitor and JNK inhibitor partially increased mitochondrial membrane depolarization in IL-26-treated HCC70 cells in the presence of gefitinib. Combination of AKT inhibitor and JNK inhibitor almost completely reversed the inhibitory effect of IL-26 on gefitinib-induced mitochondrial membrane depolarization to the level similar with that of gefitinib alone. Both anti-EphA3 pAb and anti-IL-26 mAb reversed the effect of IL-26 on gefitinib-treated HCC70 cells, although the inhibitory effect of anti-IL-26 mAb was stronger than that of anti-EphA3 pAb. Stained cell clusters were quantified using Image-J software. * $p < 0.01$.

Figure S12. Treatment with anti-IL-26 mAb alone or anti-EphA3 pAb alone had no effect on tumor growth in E0771 TNBC model.

A. E0771 cells (5×10^5) with Matrigel were injected subcutaneously into the flank of hIL-26Tg mice. Anti-IL-26 mAb (clone 69–10) or mouse IgG isotype control (each, 200 $\mu\text{g}/\text{dose}$) was injected intraperitoneally once a day twice a week from 10 days after E0771 inoculation. Administration of anti-IL-26 mAb alone did not suppress tumor growth in hIL-26Tg mice. $n=6$ mice for each group at each time point. mean $\pm$ SEM of each group, comparing values in hIL-26Tg mice treated with anti-IL-26 mAb to those in hIL-26Tg mice injected with isotype control mAb. NS denotes ‘not significant’.

B. E0771 cells (5×10^5) with Matrigel were injected subcutaneously into the flank of hIL-26Tg or control (WT) mice. Anti-EphA3 pAb or goat IgG isotype control (each, 100 $\mu\text{g}/\text{dose}$) was injected intraperitoneally once a day twice a week from 10 days after E0771 inoculation. Administration of anti-EphA3 pAb alone did not suppress tumor growth in hIL-26Tg mice or WT mice. $n=5$ mice for each group at each time point. mean $\pm$ SEM of each group, comparing values in hIL-26Tg

mice or WT mice treated with anti-EphA3 pAb to those in hIL-26Tg mice or WT mice injected with isotype control mAb. NS denotes 'not significant'.

Figure S13. E0771 cells in TNBC models are exposed to IL-26 secreted by CD4⁺ T cells and macrophages infiltrating in the TME, evoking a resistance to EGFR-TKI therapy, associated with phosphorylation of AKT and JNK.

A, B, C, D, E, F, G. Immunofluorescence staining and H&E staining (A) of tumor specimens resected at 14 days after E0771 inoculation using anti-PECAM (green) (B), anti-CD4 (red) plus IL-26 (green) (C), anti-F4/80 (red) plus IL-26 (green) (D), Ly6G (green) (E), p-AKT (green) (F) or p-JNK (green) (G). PECAM-positive blood vessels (B) were markedly increased in hIL-26Tg mice treated with gefitinib (iv) than those in WT mice treated with gefitinib (iii) or hIL-26Tg mice treated with vehicle (ii). The number of CD4⁺ T cells (C), F4/80⁺ macrophages (D) and Ly6G⁺ granulocytes (E) infiltrated in the TME of both gefitinib-treated WT mice (iii) and hIL-26Tg mice (iv) was significantly increased as compared with vehicle-treated WT mice (i) or hIL-26Tg mice (ii). In addition, the number of IL-26-expressing CD4⁺ T cells (C) and F4/80⁺ macrophages (D) in the TME of hIL-26Tg mice treated with gefitinib (iv) was increased as compared with those of hIL-26Tg mice treated with vehicle (ii), whereas IL-26 was never detected in WT mice treated with vehicle (i) nor gefitinib (iii). Phosphorylation of AKT (F) and JNK (G) in tumor cells of vehicle-treated hIL-26Tg mice (ii) was enhanced as compared with those of vehicle-treated WT mice (i). Although phosphorylation of AKT and JNK in tumor cells was strongly suppressed in gefitinib-treated WT mice (iii), phosphorylated AKT and JNK was clearly observed in hIL-26Tg mice in spite of gefitinib treatment (iv). Original magnification,

- 1 100x. Scale bar, 100 μm . Insets, higher magnification images of the boxed regions. Data shown
- 2 are representative images of 8 mice in each group with similar results.

How the deposited data were processed for this re-analysis (not part of the article)

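The data are 4 single-colour arrays of HCC70 cells treated for 3 h with vehicle, IL-26 (30 ng/ml), gefitinib (40 µM) plus vehicle or gefitinib (40 µM) plus IL-26 (30 ng/ml), with 1 array per condition. Conditions were taken from the sample labels and checked against the methods and the legend of Fig. 5A. The authors hybridized total RNA, labelled with Cy5, to 3D-Gene human oligonucleotide arrays and joined 3 scanner gains; the deposited intensity of each spot is the median over its pixels on a linear scale, with no background subtracted. The authors' deposited value table holds linear intensity in which the spot signal minus 1 constant per array was multiplied by 1 factor per array to give a median of 25, with empty cells near or below the blank spots. This was found by comparing each value with its spot signal, and it is not given in the sources used here.
Signals were processed in R 4.3.3 with limma 3.58.1 and in Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6. The normexp correction used the spot signal alone with an offset of 50, control and blank spots were then left out, and the arrays were quantile-normalized and log2-transformed. A probe entered a comparison when it was above background (mean of the blank spots trimmed by 5% on each side plus 2 SD) on at least 1 of the pair of arrays; 21830 probes were above background on all 4 arrays. Of the 24460 probes, 21707 carry a gene symbol, 2753 carry none, and 18639 symbols are represented. Symbols were updated through the Entrez IDs of 21675 probes, which changed 0 symbols. A gene with several probes is represented by the probe with the highest mean signal over the 4 arrays.
The comparisons were gefitinib plus IL-26 minus gefitinib plus vehicle, gefitinib plus vehicle minus vehicle, IL-26 minus vehicle, and gefitinib plus IL-26 minus IL-26. With 1 array per condition, these differences have no residual degrees of freedom and were not tested; counts are of probes that differed by at least 2-fold. The mean effects of gefitinib and of IL-26 over both pairs of arrays were tested in limma's additive model, with 1 residual degree of freedom per probe, empirical Bayes moderation and Benjamini-Hochberg adjustment over 23255 probes above background on at least 1 array. The interaction of gefitinib and IL-26 is the residual of that model and was not tested. The comparisons, the alternatives, the gene lists and the rule for named genes were set before the data were examined. The rule names every gene that the paper names for the ER stress and receptor experiments in HCC70 cells. It also names the 12 genes with the largest positive and the 12 with the largest negative log2 difference in 3 of the comparisons, among genes above background on both arrays and at or above the median signal, and from each list the 4 members farthest from 0.
The 19 lists cover the PERK-ATF4-CHOP branch, ER chaperones and the ATF6 branch, the IRE1-XBP1 branch, the BCL2 family and death receptors, inflammatory cytokines and chemokines, MAPK-dependent genes, FOXO-dependent genes, cholesterol synthesis, lysosome and autophagy, DNA replication and mitosis, NRF2-dependent genes, heat shock genes, Eph receptors and ephrins, IL-10 family receptors and STAT3 targets, cytosolic calcium transport, leukocyte markers, fibroblast and endothelial markers, breast epithelial identity, and housekeeping genes. Each list's median log2 difference was placed among 10000 random lists of the same size matched on mean signal in 20 bins; the percentile describes these arrays and is not a p-value.
The steps were tested on simulated arrays with independent noise per spot (SD 0.0684 on the log2 scale per array) and 200 changed probes. That SD is a robust spread of brighter probes between vehicle and IL-26. No position effect and no wider tails were simulated, so the simulation cannot show how many unchanged probes pass on the real arrays. Of 50 probes raised 4-fold, 27 were measured at 2-fold or more, all 24 of the bright ones among them, and no unchanged probe was called. Of 50 probes raised 2-fold 1 was, a bright one, and the 24 bright ones had a median log2 difference of 0.78. Of 50 probes lowered to 0.5-fold 5 were, all bright, and the 30 bright ones had a median of −0.63. Most simulated changes of 2-fold were thus missed at this threshold, in bright probes too. With plain subtraction of the blank mean, 50 of the 50 probes raised 4-fold were measured at 2-fold or more, and 223 unchanged probes were called. The additive model was tested on arrays simulated with the same changes in both gefitinib arrays: of 50 probes raised 2-fold 33 passed, of 50 raised 4-fold 48, of 50 raised 8-fold 50 and of 50 lowered to 0.5-fold 21, and 0 unchanged probes passed. With the prior variance following the signal, 48, 50, 50 and 41 passed, and 26 unchanged probes.
The 11 alternatives set in advance were plain background subtraction, median scaling, no normalization, cyclic loess, an offset of 16, no filter, a filter on all 4 arrays, the authors' value table, the mean over the probes of a gene, and thresholds of 1.5-fold and 3-fold. The mean over the probes of a gene applies to list medians and named genes only. A further 6 were added later and are named as such: the local background of each spot, the value table with empty cells set to the lowest value, a position correction, a choice of induced genes on the mean of both gefitinib effects, and the additive model without and with a prior variance that follows the signal. The position correction subtracts the median deviation of brighter probes within 10 columns and 2 rows of the same block. The E0771 arrays were not analysed here, and GO terms were not tested because no ontology was used here. Figures were drawn with matplotlib 3.10.9.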

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

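The results of this part lie in genes outside those the paper discusses, and are genes or members of a list that differed by at least 2-fold between arrays with and without gefitinib. No test of a cause was run for them.
CYP1A1 and CYP1B1, cytochrome P450 genes under control of the aryl hydrocarbon receptor, were the genes with the lowest log2 differences with gefitinib. CYP1A1 differed by −3.08 between gefitinib plus vehicle and vehicle and by −2.60 between gefitinib plus IL-26 and IL-26, with authors' values of 708.0 with vehicle, 481.7 with IL-26, 48.4 with gefitinib plus vehicle and 50.1 with gefitinib plus IL-26. A second probe of CYP1A1 differed by −2.38 and −2.27. CYP1B1 differed by −2.66 and −2.46, with authors' values of 2232.0, 2133.4, 306.7 and 341.7, although with the local background of each spot, chosen after seeing the data, the first of these differences was 0.13. That background correlated with the spot signal at r of 0.971 to 0.983. No biological explanation was tested.
FOXO-dependent genes, which are induced when AKT signaling falls, held 5 of 25 members at least 2-fold higher in gefitinib plus vehicle than in vehicle and 4 in gefitinib plus IL-26 against IL-26. The median log2 differences were 0.10 (percentile 99.9) and 0.09 (percentile 100.0), with 20 of 25 members higher in each. KLF6 was higher by 1.44 without and 1.25 with IL-26, BCL6 by 1.23 and 1.03, FBXO32, a ubiquitin ligase of atrophy, by 1.16 and 1.08, and TRIB1 by 1.05 and, under 2-fold, 0.93. GADD45A, at 1.36 and 1.34, is also a member of the PERK-ATF4-CHOP list.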

How the results depend on the processing

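No paired analysis by replicate number was possible because each condition has 1 array; the effects over both pairs of arrays were fitted in limma's additive model. There 81 probes passed for gefitinib as reported and 965 with a prior variance that follows the signal, and 0 for IL-26 in both. Signal over background is one limit: the median gene spot lay 1.55 to 1.61 times above the blank mean, so the treatment of dim spots sets how many probes pass a 2-fold threshold. The additive model, the local background, the filled value table and the position correction were alternatives chosen after seeing the data. The counts are given in the order gefitinib plus IL-26 minus gefitinib plus vehicle, gefitinib plus vehicle minus vehicle, IL-26 minus vehicle, gefitinib plus IL-26 minus IL-26, any 2 of the 4 conditions, and genes higher with gefitinib and lower when IL-26 was added, against 4, 36, 6, 38, 50 and 1 as reported. They were 250, 400, 271, 365, 1011 and 50 with plain subtraction, 127, 315, 230, 302, 852 and 14 in the authors' value table, 222, 430, 389, 428, 1184 and 35 with its empty cells filled, 901, 1033, 974, 1059, 2464 and 228 with the local background, and 9, 55, 16, 60, 89 and 3 with an offset of 16. At 1.5-fold they were 38, 159, 31, 165, 287 and 2, and at 3-fold 0, 15, 4, 10, 16 and 0. The position correction left 2 probes in the first comparison. The mean over the probes of a gene gives no count of probes; the other alternatives set in advance kept each count within 1.5 times. Among the probes that passed between gefitinib plus vehicle and vehicle, 75.0% were higher as reported, 47.5% with plain subtraction, 28.3% in the value table, 27.0% in the filled table, 61.9% with the local background and 48.4% at 1.5-fold. Between gefitinib plus IL-26 and IL-26, 78.9% were higher as reported, 58.8% at 1.5-fold, 55.3% with plain subtraction, 61.8% with median scaling, 54.5% with no normalization, 42.1% in the value table, 47.4% in the filled table and 49.6% with the local background. Between gefitinib plus IL-26 and gefitinib plus vehicle the shares were 75.0% as reported (3 of 4 probes), 52.0% with plain subtraction, 44.9% in the value table, 48.2% in the filled table, 38.2% with the local background and 50.0% with the position correction, and between IL-26 and vehicle they stayed under 50% in each setting.
The gefitinib effect with IL-26 on gefitinib-induced genes, 1.25 as reported, was 0.40 with plain subtraction, 0.96 with no normalization, 0.93 in the value table, 0.72 in the filled table and 0.24 with the local background. The correlation of both gefitinib effects, 0.626 as reported, was 0.403 with plain subtraction, 0.512 with median scaling and with no normalization, 0.399 in the value table and the filled table, and 0.203 with the local background.
The PERK-ATF4-CHOP median between gefitinib plus IL-26 and gefitinib plus vehicle was −0.12 with median scaling, −0.16 with no normalization, −0.066 in the value table and the filled table, −0.030 with the local background and 0.054 with the position correction. Without normalization the median over the brighter probes was −0.12 in this comparison and −0.15 between gefitinib plus IL-26 and IL-26; percentiles are relative to that shift, and the list's percentile stayed between 38.9 and 64.6 over the background, normalization, filter and value-table settings set in advance, and was 31.3 with the local background, 66.3 in the filled table and 99.9 with the position correction. Its gefitinib median without IL-26 (0.32 as reported) was 0.41 with plain subtraction, 0.37 with median scaling, 0.40 with no normalization, 0.38 with an offset of 16, 0.19 with the local background and 0.36 with the position correction. The difference of its gefitinib effects with minus without IL-26 (0.00 as reported) was −0.14 with median scaling, −0.25 with no normalization, −0.030 in the value table and the filled table, −0.064 with the local background and 0.044 with the position correction.
Some list medians turned sign; apart from the whole-array shift, the cause was not tested. Between gefitinib plus IL-26 and gefitinib plus vehicle, with median scaling, no normalization, the value table, the filled table and the local background in turn, ER chaperones gave −0.082, −0.129, −0.028, −0.028 and −0.017 and housekeeping genes −0.090, −0.138, −0.025, −0.025 and −0.075. MAPK-dependent genes gave −0.0080 with median scaling, −0.056 with no normalization and −0.0024 with the position correction. The housekeeping difference of gefitinib effects was −0.081 with median scaling, −0.190 with no normalization and −0.033 with the local background. With no normalization, cholesterol synthesis gave 0.026 between IL-26 and vehicle, and lysosome and autophagy −0.067 between gefitinib plus IL-26 and IL-26.
The local background correlated with the spot signal at r of 0.971 to 0.983, so it may remove signal along with background, which was not tested. With it, cholesterol synthesis gave 0.72 and DNA replication 0.23 between gefitinib plus vehicle and vehicle. Heat shock genes gave 0.32 between gefitinib plus IL-26 and gefitinib plus vehicle and 0.18 between gefitinib plus IL-26 and IL-26. ER chaperones gave −0.059 between IL-26 and vehicle. The difference of the inflammatory list's gefitinib effects was 0.013 (−0.065 as reported). Under it ATF3 gave −0.027 and −0.055 for gefitinib without and with IL-26, CYP1B1 0.13 and ID1 0.048 for gefitinib without IL-26, IL6 −0.024 for gefitinib with IL-26, and SLC50A1 −0.39 between gefitinib plus IL-26 and gefitinib plus vehicle.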

Differences from the paper's values

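The paper gives 943 genes with a fold change of at least 2.0, which the legend of Fig. 5A sets between gefitinib plus IL-26 and gefitinib alone and the methods between the 4 conditions. Here 4 probes differed by at least 2-fold between gefitinib plus IL-26 and gefitinib plus vehicle. This count is on differences that the normexp offset shrinks, so its threshold is stricter than 2-fold on unshrunk values. In the simulation, 1 of 50 probes raised 2-fold was measured at 2-fold or more in this setting. None of the alternatives set before the data were examined that give a count of probes came within 1.5 times of the paper's value in this comparison: the count was 250 with plain subtraction, 127 in the authors' value table, 9 with an offset of 16, 3 with median scaling, with no normalization and with the filter on all 4 arrays, and 4 with no filter and with cyclic loess. The thresholds of 1.5-fold (38) and 3-fold (0) are not the paper's. The local background of each spot, chosen after seeing the values, gave 901, within 1.5 times of 943. It correlated with the spot signal at r of 0.971 to 0.983, and gave 1033, 974 and 1059 in the other 3 comparisons. Which of the paper's genes it drops cannot be counted, since the paper's list was not used here. The filled value table and the position correction, also chosen after seeing the values, gave 222 and 2.
Between any 2 of the 4 conditions, 50 probes differed by at least 2-fold on the same shrunk differences, against the paper's 943. Of the alternatives set before the data were examined, plain subtraction (1011) and the authors' value table (852) came within 1.5 times of the paper's value. Median scaling (52), no normalization (60), no filter (50), the filter on all 4 arrays (48), an offset of 16 (89), cyclic loess (51) and the thresholds of 1.5-fold (287) and 3-fold (16) did not. The filled value table, chosen after seeing the values, gave 1184, within 1.5 times, whereas the local background (2464) and the position correction (44), also chosen after seeing the values, did not. Probes were counted here, and the paper speaks of genes; it states a fold threshold and no background correction, normalization or filter.
The paper states that ER stress-associated molecules were reduced in HCC70 cells given IL-26 with gefitinib. The median of the 34 genes of the PERK-ATF4-CHOP branch was −0.00, with 17 genes lower and 17 higher. The values of DDIT3 (−0.08), ATF3 (−0.05) and ATF4 (−0.04) have the sign of the paper's statement, as have those of IL6 (−0.57), CXCL8 (−0.36) and CXCL2 (−0.36). The paper also measured these genes by qRT-PCR, the cytokines at a later time than the arrays. It further reports lower phosphorylation of PERK and eIF2α by Western blot. Those data were not analysed here. Of the 34 genes, 25 were below 0 in the authors' value table, 28 with median scaling and 31 with no normalization, settings in which the medians over the brighter probes were −0.05, −0.07 and −0.12; the list lay at percentiles 64.6, 47.4 and 46.4 of random lists. Of the 8 genes of this list at least 2-fold higher with gefitinib, 6 were below 0 as reported and 8 in each of these settings and with cyclic loess. In alternatives chosen after seeing the values, the position correction left 9 of the 34 below 0 (percentile 99.9) and 5 of the 8, and the local background 17 of the 34 (percentile 31.3) and 4 of the 8.
The legend gives the right panel of Fig. 5A as terms enriched in genes induced by gefitinib and reduced by IL-26. The panel, read by eye, has bars for terms of cell death and of calcium transport into the cytosol with gefitinib alone and none with gefitinib plus IL-26. Here 7 genes of the PERK-ATF4-CHOP branch were at least 2-fold higher with gefitinib without IL-26 and 8 with IL-26. As reported, the lists of the BCL2 family and of calcium transport held 0 such genes in either comparison. In the authors' value table PMAIP1 was higher with gefitinib by 1.02 without and 0.59 with IL-26, and BBC3 by 1.23 and 1.63. There PMAIP1 passed 2-fold only without IL-26, and BBC3 passed it in both. The proapoptotic genes PMAIP1 and BBC3, higher with gefitinib by 0.98 and 0.81, were lower in gefitinib plus IL-26 than in gefitinib plus vehicle (−0.23 and −0.15), as were BAK1 (−0.31, with a second probe at −0.00) and BAX (−0.17), which is the direction of the legend. The gefitinib effect of BBC3 was larger with IL-26 (0.95), and BBC3 differed by −0.28 between IL-26 and vehicle. Of the 21 genes of the BCL2 family list 12 were lower and 9 higher in gefitinib plus IL-26 than in gefitinib plus vehicle (percentile 9.33).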

Other observations

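The tests of position on the array and of the 8 induced members of the PERK-ATF4-CHOP list were chosen after the result was seen. Of 27 genes of DNA replication and mitosis, 19 were lower in gefitinib plus vehicle than in vehicle, with a median log2 difference of −0.11 (percentile 0.08), and CCNE2 (−0.57), CCNE1 (−0.57), PCNA (−0.48) and RRM2 (−0.43) were farthest from 0. With IL-26 the median was −0.02 (percentile 20.7), with 14 of 27 lower, and the median difference of the effects with minus without IL-26 was 0.03 (percentile 84.2), for which there is no test. Of 18 heat shock genes, 13 were lower with gefitinib, with medians of −0.08 without and −0.19 with IL-26 (percentiles 0.64 and 0.00), led by HSPA1A (−0.75), DNAJB1 (−0.63) and HSPA8 (−0.48) without IL-26. Between gefitinib plus IL-26 and gefitinib plus vehicle, 12 of the 18 were lower, with a median of −0.06 (percentile 0.36) that was −0.024 with the position correction; HSPB1 (0.47), HSPA1B (−0.34), HSPA8 (−0.30) and HSP90AB1 (−0.30) were farthest from 0. Of 19 cholesterol synthesis genes, 13 were lower in gefitinib plus vehicle than in vehicle, with a median of −0.08 (percentile 1.67), HMGCS1 at −0.41 and SQLE at −0.37, and 11 were lower in gefitinib plus IL-26 than in IL-26, with a median of −0.05 (percentile 7.01). Of 27 genes of lysosomes and autophagy, 23 were higher with gefitinib both without and with IL-26 (medians 0.06 and 0.08, percentiles 97.7 and 99.9), among them RRAGC (0.54), GABARAPL1 (0.50) and MAP1LC3B (0.47), though with no normalization the second median was −0.07. With the local background, chosen after seeing the data, the gefitinib medians without IL-26 were 0.23 for DNA replication and 0.72 for cholesterol synthesis, and the heat shock medians were −0.33 for gefitinib without IL-26, 0.18 with IL-26 and 0.32 between gefitinib plus IL-26 and gefitinib plus vehicle. Of 32 MAPK-dependent genes 18 were higher and none differed by at least 2-fold with gefitinib (median 0.02, percentile 75.7); IER3 differed by −0.96, and JUN by 0.63. AMD1 (−1.36), ADORA2B (−1.30, with a second probe at 0.06), ID1 (−1.06) and MAT2A (−0.97) were also lower.
Among the Eph receptors and ephrins the median with gefitinib was −0.00 (percentile 27.6), and EFNA1, which encodes ephrin A1, stood apart at 0.90 without and 0.98 with IL-26. The spot of EPHA3 was above background on all 4 arrays but dim, at authors' values of 1.4 to 2.2, which are signal percentiles 10.2 to 15.6 of its array. The background threshold passed 91.1% to 93.4% of all probes, so passing it does not show that a gene is expressed. A probe of the leukocyte marker CD3E also passed on all 4 arrays, at authors' values of 3.0 to 4.7. IL20RA was at 9.1 to 10.3 (percentiles 35.0 to 37.8) and IL10RB at 245.8 to 269.9 (percentiles 87.2 to 88.1). EGFR was at 32.4 with vehicle and 21.9 with gefitinib plus vehicle. IL-10 family receptors and STAT3 targets had a median of 0.00 between IL-26 and vehicle (percentile 43.8). Among them BCL3 was at 0.17, with a second probe at 0.22, and SOCS1 was at −0.06.
The other lists had small medians between gefitinib plus vehicle and vehicle: −0.05 for NRF2-dependent genes (percentile 8.83), 0.01 for leukocyte markers (percentile 72.4), 0.00 for fibroblast and endothelial markers (percentile 53.4), −0.00 for breast epithelial identity (percentile 44.1) and −0.02 for housekeeping genes (percentile 33.1). Housekeeping genes had a median of 0.10 between gefitinib plus IL-26 and gefitinib plus vehicle (percentile 99.7), which was −0.09 with median scaling, and HPRT1, the standard of the qRT-PCR, differed by −0.10. Between IL-26 and vehicle, the 6 probes that differed by at least 2-fold included PAK4 (−2.27, authors' values 155.6 with vehicle and 5.0 with IL-26) and B3GNT3 (−1.44), which lie beside each other in block 21. Both were higher in gefitinib plus IL-26 than in IL-26 (2.38 and 1.08). The others differed about as much between gefitinib plus vehicle and vehicle, a comparison that shares the vehicle array. Among 25 probes with a mean gefitinib effect of at least 1 on the log2 scale, a choice added after seeing the data, the median difference of the effects with minus without IL-26 was −0.03, with 14 below 0.
In the first pattern, the place of the largest IL-26 differences on the array, of the 24 genes with the largest differences between gefitinib plus IL-26 and gefitinib plus vehicle, 23 had another of the same direction within 10 columns of the same block, against a median of 2 and a maximum of 12 in random sets, and their median absolute log2 difference went from 0.63 to 0.29 with the position correction. In gefitinib plus vehicle minus vehicle, 2 of 24 had such a neighbour, and the median went from 1.42 to 1.497. A local unevenness of hybridization or scanning is therefore a candidate explanation for most of the largest IL-26 differences with gefitinib, and a biological effect that follows the print order is not among the conditions of the design. Between IL-26 and vehicle, 16 of 24 had such a neighbour (random maximum 10), the median absolute difference went from 0.62 to 0.32, and in the 3 genes with a second bright probe that probe showed less than 50% of the difference (median 0.016 against 0.67). These values go with position, but only 7 of the 24 lost over 50% of their difference with the correction, so for the rest position and an effect of IL-26 cannot be told apart.
In the second pattern, the PERK-ATF4-CHOP branch, the hypothesis that IL-26 lowers this response at 3 h was set to need a list median under percentile 5, and it lay at 46.2. By that rule, set in advance, the list as a whole did not count as lowered. Afterwards the rule was judged too strict an exclusion for the members most raised by gefitinib. Of the 34 members, 31 were higher with gefitinib without IL-26. On values that the offset shrinks, 26 were not raised 2-fold in either comparison. Of the 8 that were, 6 had negative differences (median −0.06). Among random lists of 8 genes matched on signal this median lay at percentile 7.48, at 2.17 in the authors' value table, 0.82 with median scaling, 3.25 with the position correction and 47.5 with the local background. These 8 genes were chosen on the same arrays and the percentiles fall on both sides of 5, so a small lowering of the induced genes and no lowering cannot be told apart with 1 array per condition. Against a gefitinib effect of 1.68 at their median, the lowest difference among the 8 was −0.17 as reported. It was −0.26 in the authors' value table, −0.29 with median scaling and −0.34 with no normalization. In these settings the medians over the brighter probes were −0.05, −0.07 and −0.12. With the local background the 8 ranged from −0.94 to 1.13.
The third pattern is the set of gefitinib-induced and IL-26-lowered genes. Error of the gefitinib plus vehicle array, which both differences share, was set to give fewer than 1.5 times the mirror count; the count was 1 against 3, and it was 14 against 16 in the authors' value table, 50 against 60 with plain subtraction and 35 against 48 in the filled table. None of these counts exceeded its mirror, as was set for an error of the shared array. As reported the counts are few, and the mirror held RTN3 and SLC50A1, whose place in block 24 may have raised it. An effect of IL-26 on some of the gefitinib-induced and IL-26-lowered genes stays open. With the local background the counts were 228 and 115, above that bound; it and the filled table were chosen after seeing the data.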
